# shRNAs targeting mouse *Adam10* diminish cell response to proinflammatory stimuli independently of *Adam10* silencing

**DOI:** 10.1242/bio.059092

**Published:** 2022-03-04

**Authors:** Maria Czarnek, Krystyna Stalińska, Katarzyna Sarad, Joanna Bereta

**Keywords:** RNA interference, shRNA, Off-target effects, ADAM10, ADAM17

## Abstract

RNA interference is one of the common methods of studying protein functions. In recent years critical reports have emerged indicating that off-target effects may have a much greater impact on RNAi-based analysis than previously assumed. We studied the influence of *Adam10* and *Adam17* silencing on MC38CEA cell response to proinflammatory stimuli. Eight lentiviral vector-encoded shRNAs that reduced ADAM10 expression, including two that are specific towards ADAM17, caused inhibition of cytokine-induced *Nos2* expression presumably via off-target effects. ADAM10 silencing was not responsible for this effect because: (i) CRISPR/Cas9 knockdown of ADAM10 did not affect *Nos2* levels; (ii) ADAM10 inhibitor increased rather than decreased *Nos2* expression; (iii) overexpression of ADAM10 in the cells with shRNA-silenced *Adam10* did not reverse the effect induced by shRNA; (iv) shRNA targeting ADAM10 resulted in decrease of *Nos2* expression even in ADAM10-deficient cells. The studied shRNAs influenced transcription of *Nos2* rather than stability of *Nos2* mRNA. They also affected stimulation of *Ccl2* and *Ccl7* expression. Additionally, we used vectors with doxycycline-inducible expression of chosen shRNAs and observed reduced activation of NF-κB and, to a lesser extent, AP-1 transcription factors. We discuss the requirements of strict controls and verification of results with complementary methods for reliable conclusions of shRNA-based experiments.

## Abstract (precis)

**Summary:** Use of several specific shRNAs is not enough to escape a pitfall of their off-target activity: the case of *Adam10* and *Adam17* silencing.

## INTRODUCTION

ADAM10 and ADAM17 are two prominent and most closely related members of ADAM (a disintegrin and metalloprotease) family, indispensable for normal growth, differentiation and homeostasis of the organism including the immune system function (Lambrecht et al., 2018; Scheller et al., 2011; Weber and Saftig, 2012). They play a role of sheddases and release ectodomains of more than a hundred membrane proteins, such as growth factors, cytokines, receptors, adhesion molecules and others. Thus, they provide active mediators, modulate cell–cell and cell–tissue interactions, influence cell responsiveness to environmental stimuli, and generate substrates for intramembrane proteases, which then produce transcriptional co-activators (Edwards et al., 2008; Groot and Vooijs, 2012; Maretzky et al., 2005; Zunke and Rose-John, 2017).

Although ADAM10 and ADAM17 show overlapping substrate specificity, there are membrane proteins preferentially shed by one of them. For example, ADAM10 is a major sheddase for Notch (Groot and Vooijs, 2012), ephrin (Mancia and Shapiro, 2005), FasL (Schulte et al., 2007), EGF and betacellulin (Sahin et al., 2004), and mouse NRG2 (Czarnek and Bereta, 2020), and ADAM17 for TNF (Black et al., 1997; Moss et al., 1997), both TNF receptors (Peschon et al., 1998), L-selectin (Condon et al., 2001), IL6R (Schumacher and Rose-John, 2019), TGFα, amphiregulin, and HB-EGF (Sahin et al., 2004). The activities of ADAM10 and ADAM17 are regulated by complex mechanisms, including influence of membrane lipids (Reiss and Bhakdi, 2017; Sommer et al., 2016) and interactions with distinct protein partners, tetraspanins C8 and iRhoms, respectively (Matthews et al., 2017). Both ADAM10 and 17 are involved in progression of various tumors and are considered potential targets for cancer therapies (Saha et al., 2019; Smith et al., 2020; Zunke and Rose-John, 2017). The distinction between common and selective ADAM10 and ADAM17 substrates and regulatory mechanisms specific for each protease is of scientific and therapeutic importance.

*In vitro* studies of ADAM10 and ADAM17 functions often use cell lines derived from conditional knockout or hypomorphic mice (Chalaris et al., 2010; Horiuchi et al., 2007; Jorissen et al., 2010; Zbodakova et al., 2021). Alternatively, cell lines with silenced expression of ADAM10 or ADAM17 by RNA interference are utilized. This approach circumvents the limitations of the availability of ADAM knockouts in certain cell lineages and tumor cell lines and is facilitated by the availability of commercial vectors encoding specific shRNAs.

We have previously generated MC38CEA and P388D1 cell lines, in which ADAM17 expression had been silenced by stable transfection of the cells with a plasmid coding for shRNA targeting ADAM17 (Das et al., 2012). In those cells the levels of cytokine- or LPS-induced expression of inducible nitric oxide synthase, a recognized marker of inflammation, were substantially lower than in their ADAM17-proficient counterparts (Fig. S1). This effect could not be easily explained by reduced shedding of known ADAM17 substrates, as proinflammatory stimuli were provided externally and diminished shedding of receptors should result in the increase rather than decrease of cell activation. Therefore, we decided to investigate the mechanism behind this phenomenon in cell lines, in which ADAM17 would be silenced by shRNA encoded by viral vectors.

Short hairpin RNA (shRNA) expression vectors, including retroviral and lentiviral vectors, utilize the natural mechanism of gene silencing by miRNA derived from endogenous precursors (Paddison et al., 2004; Shi, 2003). An expression cassette encoding specific shRNA is stably integrated into the DNA of transduced cells. After transcription shRNA is exported from the nucleus and processed by Dicer to an siRNA duplex. Argonaute protein (AGO) is then loaded with one strand of the duplex and together with other proteins forms an RNA-induced silencing complex (RISC), which binds to a target mRNA resulting in inhibition of mRNA translation and/or its degradation (Paddison et al., 2004; Sheng et al., 2020). In recent years, shRNA-mediated gene silencing attracted growing criticism, mainly due to off-target effects that frequently led to false conclusions (Housden and Perrimon, 2016; Lin et al., 2019; Lin et al., 2017). To minimize this threat, it is recommended to use several different silencing sequences. Commercial libraries, such as MISSION^®^, usually offer vectors encoding five different, specific shRNAs for each gene. Their specificity is verified by bioinformatic data (Merck, MISSION™ shRNA Library: Next Generation RNA Interference. 2021, https://www.sigmaaldrich.com/PL/pl/technical-documents/technical-article/genomics/gene-expression-and-silencing/mission-shrna-library).

Our work pointed to the possible pitfalls of shRNA-mediated silencing of gene expression. We found that certain commercial ADAM17-targeting sequences may silence ADAM10 expression as well. Also, the high number of specific gene-targeting shRNAs does not guarantee that observed effects result from gene silencing. We found diminished responsiveness to proinflammatory cytokines of MC38CEA cells transduced with a number of ADAM10-targeting shRNAs, but this phenomenon did not result from ADAM10 deficiency.

## RESULTS

We have undertaken research to elucidate the mechanism behind diminished responsiveness of cells with silenced expression of ADAM17 to proinflammatory stimuli. We generated MC38CEA and P388D1 cell lines, in which ADAM17 was silenced with lentiviral vectors carrying various shRNAs targeting *Adam17*. The advantage of lentiviral vectors is that, thanks to efficient gene transfer, the resulting cell lines came from the pool of cells instead of individual clones as in the case of plasmid vectors previously used in our research (Fig. 1). Three out of five commercial shRNA sequences (hereinafter referred to as A17.2, A17.3, and A17.5 and presented in Table S1) significantly silenced ADAM17 expression in MC38CEA (Fig. 1A,B). In the case of A17.2 and A17.5, diminished expression of ADAM17 was associated with diminished cytokine-induced expression of *Nos2* (Fig. 1C). Silencing of ADAM17 was less efficient in P388D1 than in MC38CEA cells but was also accompanied by decreased *Nos2* inducibility (Fig. S3).

**Fig. 1.**
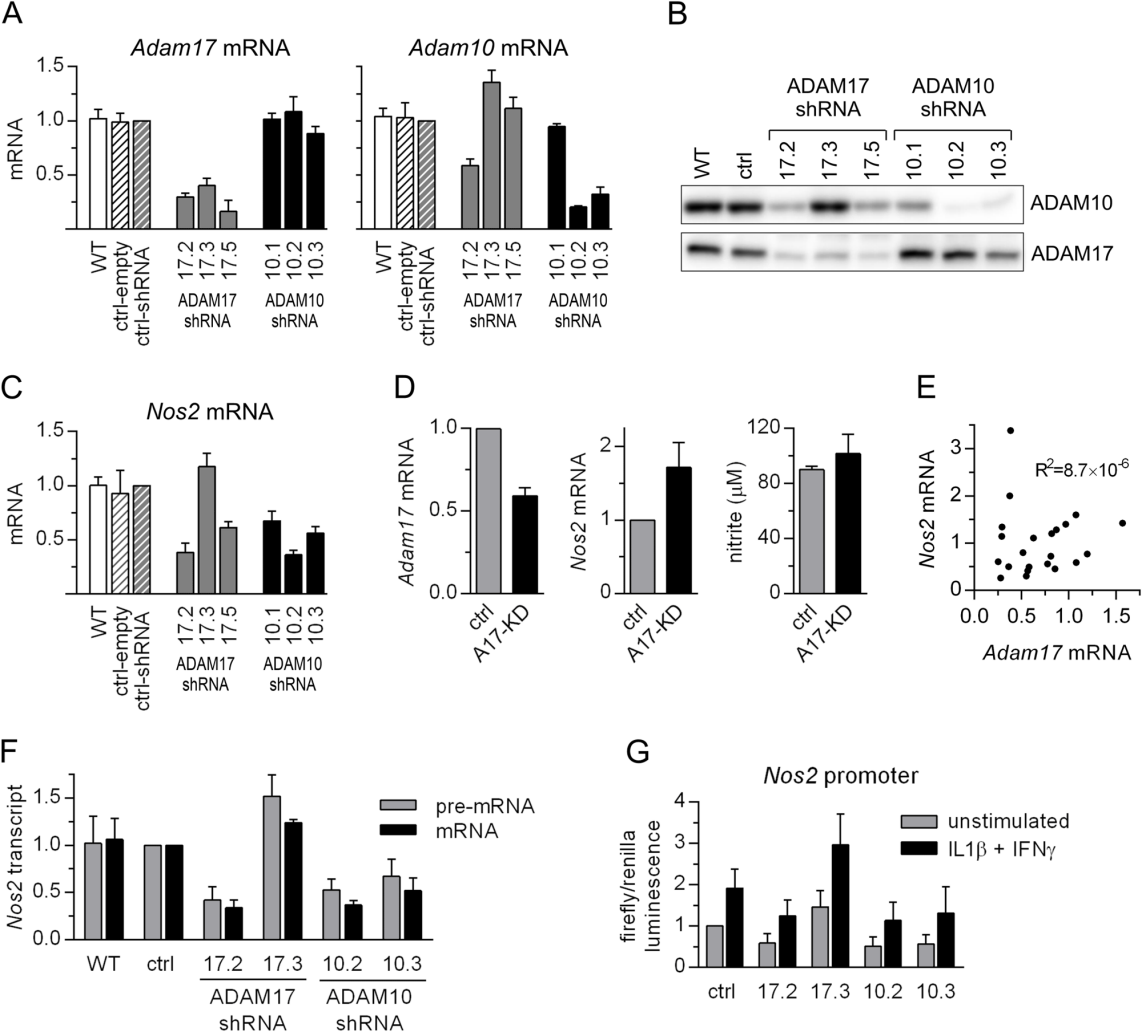
**shRNAs targeting *Adam17* or *Adam10* diminish cytokine-induced *Nos2* expression.** The cells were stimulated with IL1β and IFNγ for 6 h (for RT-qPCR analysis) or for 20 h (for nitrite levels measurement). (A,C) RT-qPCR analysis of *Adam17*, *Adam10*, and *Nos2* mRNA levels in wild-type (WT) MC38CEA cells or MC38CEA cells transduced with one of lentiviral vectors (MISSION^®^): empty one (ctrl-empty) or coding for: non-targeting shRNA (ctrl-shRNA) or one of the *Adam17- or Adam10-*targeting shRNA sequences. The relative levels of the transcripts in control cells were taken as 1. Data are shown as MV±s.d. from three (*Adam17*), four *(Adam10*), and five (*Nos2*) independent experiments. (B) Western blot (WB) analysis of ADAM17 and ADAM10 levels in MC38CEA cells described in A. Representative images of WB of three independent experiments are shown. Whole WB and Ponceau S-stained membranes are given in Fig. S2. (D) RT-qPCR analysis of *Adam17* and *Nos2* (left and middle panels) and levels of nitrite (right panel) in cultures of whole population of MC38CEA cells, in which *Adam17* was targeted by CRISPR/Cas9. In control cells *EGFP*-specific sgRNA was used instead of *Adam17*-specific sgRNAs. The relative levels of transcripts in control cells were taken as 1. MV±s.d. from five (*Adam17*), six (*Nos2*) and three (nitrite) independent experiments are shown. (E) Analysis of correlation between *Adam17* and *Nos2* transcript levels in independent clones derived from *Adam17*-knockdown population. Source data are presented in Fig. S4. (F) RT-qPCR analysis of the levels of precursor and mature *Nos2* mRNA in MC38CEA cells described in A. The relative levels of the transcripts in control cells were taken as 1. Data are shown as MV±s.d. from three independent experiments. (G) Relative luminescence signals in MC38CEA cells described in (A) transfected with a plasmid containing luciferase CDS under *Nos2* promoter. Luminescence signals of unstimulated, control cells were taken as 1. Data are shown as MV±s.d. from four independent experiments.

However, when ADAM17 expression was knocked down in MC38CEA cells by CRISPR/Cas9 gene editing, the diminished level of *Adam17* observed in an entire cell population was not accompanied by decreased expression and activity of iNOS (Fig. 1D). In individual clones derived from the CRISPR/Cas9-edited MC38CEA population the levels of *Adam17* mRNA were decreased by 40–70% compared with the mean value of *Adam17* mRNA levels in control clones. The great diversity of the levels of *Adam17* silencing in individual clones may be explained by the aneuploidy of MC38CEA cells and the appearance of indel-containing transcript molecules prior to their destruction via nonsense-mediated decay (NMD).

Remarkably, the levels of *Nos2* transcripts were in the range of 20–270% of the mean value calculated for control clones and there was no correlation between the expression of *Adam17* and *Nos2* (Fig. 1E; Fig. S4). 

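MC38CEA is a mouse colon adenocarcinoma line. Poly(A) RNA was sequenced from 4 groups of MC38CEA cells, with 3 libraries in each. The cells carried either a control shRNA or A17.2, the *Adam17*-targeting shRNA with the target GCGACACACTTAGAAACATTA. They were left unstimulated or were stimulated for 6 h with IL1β and IFNγ, each at 10 ng/ml. The labels number the libraries of each group as biological replicates 1 to 3 and do not say whether these were separate cultures, so p-values measure only the spread between these libraries. The notes deposited with the libraries name SHC016 as the control vector and call it cytotoxic, with loss of its cassette, whereas the paper's methods and Table S1 name SHC002. No untransduced cells were among the libraries used here. CRISPR/Cas9 libraries were not analysed here.

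In GRCm38 with the GENCODE M21 annotation, the A17.2 target lies on the minus strand of chromosome 12, from 21361682 to 21361702. It is in the coding sequence of *Adam17*, in exon 2 of the 19 exons of transcript ENSMUST00000064536.12. The transcript reads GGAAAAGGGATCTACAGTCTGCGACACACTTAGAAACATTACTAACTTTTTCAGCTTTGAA around it. The guide strand is TAATGTTTCTAAGTGTGTCGC. The closest match to the target in the *Adam10* transcript ENSMUST00000067880.12 has 6 mismatches over 21 bases. In ENSMUST00000140205.7 it has 6 and in ENSMUST00000144537.1 it has 9. The site of the guide's seed, AAACATT, occurs 1 time in the first of these *Adam10* transcripts, outside its 3′ UTR, 1 time in the second, within its 3′ UTR, and 0 times in the third.

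The authors deposited whole-number read counts for 43271 genes, made on the mm10 build according to the submitters' processing notes. The aligner, the counting tool and its strand setting are not given in the sources used here. Libraries held 21235610 to 35861103 counts (median 23690925) in unstimulated control cells and 16592831 to 26877210 (median 23071688) in stimulated control cells. In A17.2 cells the totals were 27752707 to 28711959 (median 28230510) without stimulation and 24130576 to 31854029 (median 30318464) with it. After removal of genes with low counts, 15649 genes were tested in 1 edgeR quasi-likelihood fit over all 12 libraries, with TMM normalization and Benjamini-Hochberg adjustment at 0.05. Levels are given as CPM, read counts scaled by TMM to a common depth. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. Libraries with the same replicate number deviated together from their group means, so counts of changed genes are also given from a fit with the replicate number as a block where that fit moves them by over 1.5 times.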

We also compared the results of RNAseq analyses of unstimulated and cytokine-stimulated MC38CEA cells, in which ADAM17 expression was silenced by shRNAs or CRISPR/Cas9 (GEO repository accession numbers: GSE181084 and GSE181271, respectively) (Czarnek and Bereta, 2021a,b). 

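Without cytokines the transcript that A17.2 targets was lower in A17.2 cells than in control cells. *Adam17* (ENSMUSG00000052593.16, chromosome 12 of GRCm38, 21323509 to 21373632) stood at 73.7 ± 4.54 CPM (SD, n = 3) in control cells and at 29.5 ± 1.56 CPM (SD, n = 3) in A17.2 cells. The log2 fold change was -1.32 (standard error 0.15, adjusted p = 0.00064 from edgeR's quasi-likelihood test). Exons of *Adam17* overlap those of *Iah1* on the other strand, and such overlaps also hold for *Psme1*, *Psmb8*, *Dhx58*, *Heph* and *Gng2*, while *Ifi47* overlaps *Olfr56* on its own strand, so reads of these genes may be shared. *Adam10* (ENSMUSG00000054693.14, chromosome 9, 70678997 to 70780229) was at 27.3 ± 5.38 CPM and 25.8 ± 5.28 CPM (SD, n = 3 each), a log2 fold change of -0.08 (standard error 0.19, adjusted p = 0.90 from edgeR, 0.56 with the replicate block). *Adam10* was lower in A17.2 cells in each numbered pair, at 22.1 against 22.9, 23.5 against 25.8 and 31.9 against 33.3 CPM, and its sign turned where 1 library of a pair was left out without the block (0.08 without replicate 3 of control cells, 0.02 without replicate 1 of A17.2 cells).

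Of 46 measured IFNγ-induced genes, 21 were lower and 1 was higher (27 lower and 1 higher when adjusted over the list alone). The list's median log2 fold change was -1.45 (camera, adjusted p = 4.9e-18 with a preset correlation, and adjusted p = 0.22 with an estimated correlation). *Ifi47*, an IFNγ-induced GTPase, had a log2 fold change of -3.30 (standard error 0.30), and *Iigp1*, another GTPase of this kind, -4.09 (standard error 0.47). *Psme1* and *Psmb8*, components of the proteasome and its activator that serve antigen presentation, had log2 fold changes of -1.82 and -2.21. Of 34 measured type I interferon response genes, 20 were lower and none was higher (30 lower when adjusted over the list alone, 31 lower and 1 higher with the replicate block). Their median was -1.36 (camera, adjusted p = 4.6e-21, and adjusted p = 0.22 with an estimated correlation). *Zbp1* had a log2 fold change of -3.05, *Isg15* -1.58, *Dhx58* -1.68 and *Mx1* -2.81. *Ifit1* fell by 1.43 on the log2 scale (adjusted p = 0.046 from edgeR), a call lost without any 1 of 4 of the 6 libraries compared (adjusted p up to 0.18). It was lower in each numbered pair and kept its call with the replicate block. *Oas1b* had a log2 fold change of -0.92 (adjusted p = 0.16 from edgeR, 0.00078 with the replicate block).

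Of 38 measured proinflammatory mediators, 7 were lower and 1 was higher (12 lower and 2 higher when adjusted over the list alone, 14 lower and 2 higher with the replicate block). The list's adjusted p was 0.00011 by camera with a preset correlation, and adjusted p = 0.56 with an estimated correlation. The chemokine *Ccl2* was at 108 ± 47.7 CPM in control cells and 7.01 ± 3.37 CPM in A17.2 cells (SD, n = 3 each), a log2 fold change of -3.94 (standard error 0.46). *Ccl7* had a log2 fold change of -3.65, the alarmin *Il33* -3.59 and *Il15* -2.46. Of 31 cell cycle genes, 2 were lower and none was higher (11 lower when adjusted over the list alone, 21 with the replicate block). They were the kinase gene *Aurkb* and the transcription factor gene *E2f1*, and each lost its call without any 1 of 5 of the 6 libraries (adjusted p up to 0.18 and 0.16). The camera test of this list gave adjusted p = 4.3e-06, and adjusted p = 0.56 with an estimated correlation. Of 13 genes of RNA interference, *Dicer1*, *Tnrc6c* and *Ago3* were higher and none was lower (3 higher and 1 lower when adjusted over the list alone, 3 higher and 2 lower with the replicate block). The list as a whole did not pass (camera, adjusted p = 0.39, 0.57 with the block and 0.56 with an estimated correlation). The calls of *Tnrc6c* and *Ago3* were lost without 1 library in 2 and 5 of 6 cases (adjusted p up to 0.051 and 0.14).

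The 8 genes of the naming rule with the highest log2 fold changes were *Vopp1*, *Heph*, *Ripk3*, *Vcan*, *Cdkn2b*, *Nt5e*, *Dpyd* and *Slc27a6*. *Ripk3*, a kinase of necroptosis, was at 0.076 ± 0.045 CPM in control cells and 16.1 ± 0.474 CPM in A17.2 cells, and the matrix proteoglycan gene *Vcan* at 0.496 ± 0.18 and 67.1 ± 13.3 CPM (SD, n = 3 each). The 8 lowest were *Pon3*, *Gng2*, *Prl2c1*, *Robo2*, *Prl2c5*, *Irx1*, *Tshz3* and *Prl2c2*. The *Prl2c* genes are close paralogs and may share reads. *Irx1* lost its call in DESeq2 (adjusted p = 0.056) and without any of the 6 libraries (adjusted p up to 0.11), *Robo2* without 5 (up to 0.13), *Prl2c5* without 4 (up to 0.11) and *Tshz3* without 1 (0.056).

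In all, 447 genes were higher and 559 lower at an adjusted p under 0.05 from edgeR (2490 and 2735 with the replicate block). The count fell from 1006 to 445 without replicate 2 of control cells, and to 478, 551 and 614 without replicates 1, 2 and 3 of A17.2 cells. Of the 60 genes that the naming rule takes and that passed the test here, 29 lost the call without at least 1 of the 6 libraries. All fits without 1 library, here and below, had no block and left a numbered pair incomplete. A call lost in them need not mean an unstable gene.

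**Figure D1:**
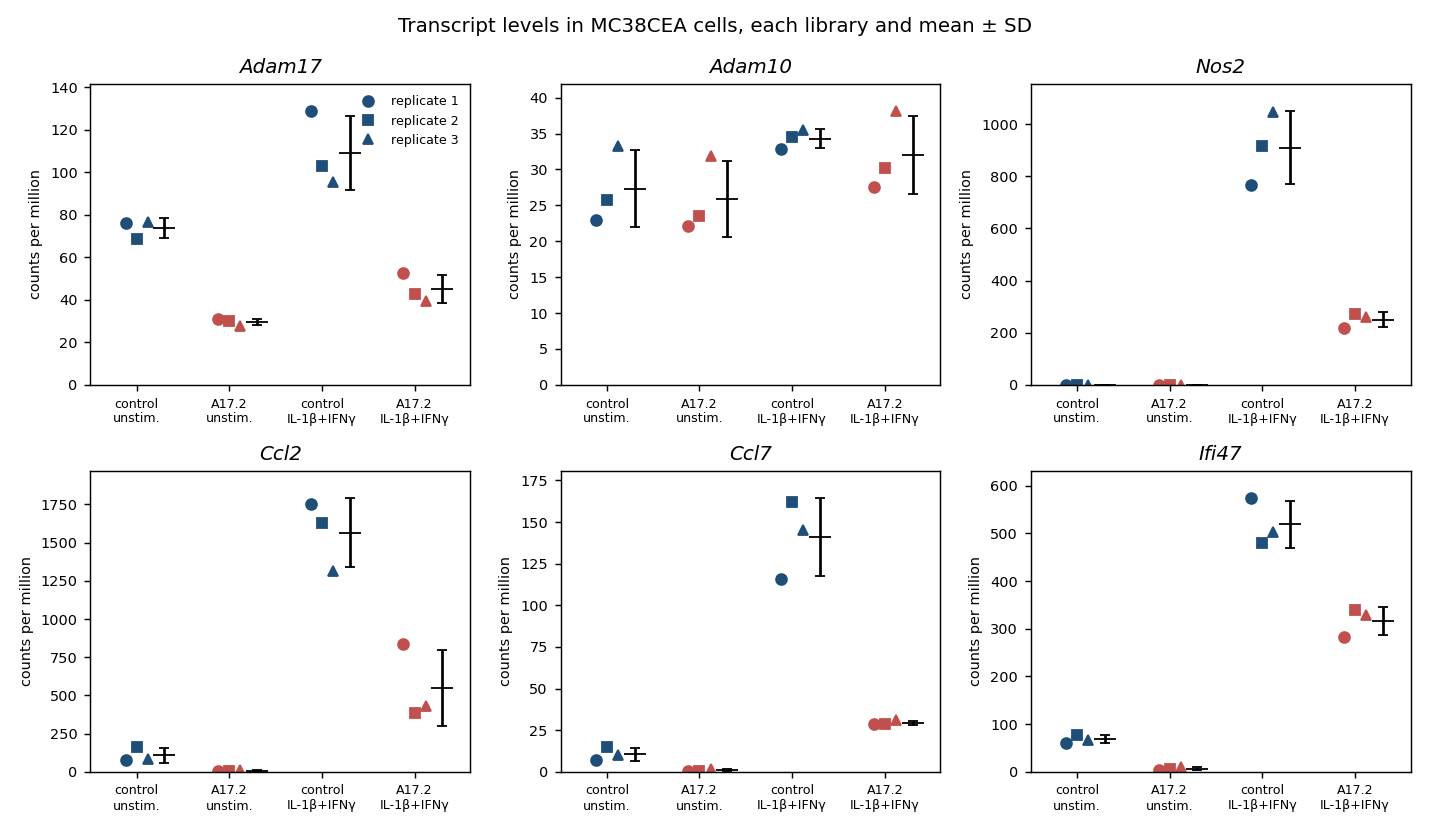
Levels of *Adam17*, *Adam10*, *Nos2*, *Ccl2*, *Ccl7* and *Ifi47* in CPM (vertical axis, starting at 0) in each library of the 4 groups (horizontal axis). Circles, squares and triangles are replicates 1, 2 and 3, and the bars are means with SD (n = 3). *Adam17* lies lower in A17.2 cells in both conditions, at means of 29.5 and 44.9 CPM against 73.7 and 109 CPM.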

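After 6 h with IL1β and IFNγ, *Adam17* was at 109 ± 17.4 CPM in control cells and 44.9 ± 6.65 CPM in A17.2 cells (SD, n = 3 each), a log2 fold change of -1.28 (standard error 0.15, adjusted p = 0.0010 from edgeR's quasi-likelihood test). *Adam10* was at 34.3 ± 1.32 and 32.0 ± 5.46 CPM, a log2 fold change of -0.10 (standard error 0.19, adjusted p = 0.85 from edgeR, 0.39 with the replicate block), lower in pairs 1 and 2 and higher in pair 3. *Nos2* (ENSMUSG00000020826.8, chromosome 11, 78920787 to 78960254), which encodes iNOS, was at 909.5 ± 140.4 CPM in control cells and 249.9 ± 28.6 CPM in A17.2 cells (SD, n = 3 each). This is a log2 fold change of -1.86 (standard error 0.22, adjusted p = 0.0010 from edgeR).

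Of 38 proinflammatory mediators, 8 were lower and 2 were higher (11 lower and 3 higher when adjusted over the list alone, 16 lower and 9 higher with the replicate block). The list's adjusted p was 0.019 by camera with a preset correlation, 0.11 with the replicate block, and adjusted p = 0.57 with an estimated correlation. Besides *Nos2*, *Il33* had a log2 fold change of -3.87 (standard error 0.38), *Ccl7* -2.26 (standard error 0.35) and *Il15* -1.08, whose call was lost without 1 of the 6 libraries (adjusted p = 0.051). The log2 fold change of *Ccl2* was -1.51 (adjusted p = 0.053 from edgeR, 0.0029 with the replicate block). Of 46 IFNγ-induced genes, 3 were lower and 1 was higher (the same numbers when adjusted over the list alone, 8 lower and 7 higher with the replicate block), with a camera adjusted p of 0.83. The lower genes were *Psme1*, *Psmb8* and *Psme2*, and the higher one was *Wars*, a tryptophanyl-tRNA synthetase gene. Of these, *Psme1* alone (log2 fold change -0.98) passed without each of the 6 libraries. Adjusted p reached 0.098 for *Wars*, 0.13 for *Psmb8* and 0.15 for *Psme2*. Of 34 type I interferon response genes, 4 were lower and none was higher (5 lower when adjusted over the list alone, 18 lower and 1 higher with the replicate block). Camera gave adjusted p = 0.00015, and adjusted p = 0.57 with an estimated correlation. The 4 were *Usp18*, *Dhx58*, *Mx1* and *Oas1a*, whose calls were lost without 4, 3, 3 and 6 of the 6 libraries (adjusted p up to 0.069, 0.072, 0.079 and 0.087). The log2 fold changes of *Ifit1* and *Oas1b* were -0.32 (adjusted p = 0.71) and 0.13 (adjusted p = 0.90 from edgeR, 0.54 with the replicate block), and that of *Oas1b* (higher in pairs 1 and 3, lower in pair 2) turned negative without replicate 3 of control cells (-0.09) or replicate 1 of A17.2 cells (-0.21).

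Of 31 cell cycle genes, 5 were lower and none was higher (10 lower when adjusted over the list alone, 23 with the replicate block). Camera gave adjusted p = 1.4e-06, and adjusted p = 0.57 with an estimated correlation. *E2f1*, *Aurkb*, *Mcm3* and *Mcm5* each lost the call without at least 5 of the 6 libraries (adjusted p up to 0.17). Of 23 genes of glycolysis and hypoxia, 5 were lower and none was higher (8 lower and 1 higher when adjusted over the list alone, 16 lower and 3 higher with the replicate block). Camera gave adjusted p = 0.00042, and adjusted p = 0.57 with an estimated correlation. *Egln3*, a prolyl hydroxylase that acts on HIF, had a log2 fold change of -1.80 (standard error 0.33). *Pdk1*, *P4ha2* and *Bnip3* lost the call without 1, 1 and 4 of the 6 libraries (adjusted p up to 0.0503, 0.056 and 0.086).

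The 8 genes of the naming rule with the highest log2 fold changes were *Heph*, *Vopp1*, *Slc27a6*, *Cdkn2b*, *Vcan*, *Nt5e*, *Ripk3* and *Sorcs2*. The 8 lowest were *Robo2*, *Gng2*, *Irx1*, *Tshz3*, *Eya4*, *Gjc1*, *Il33* and *Pde1a*. *Robo2*, *Irx1*, *Tshz3*, *Eya4* and *Gjc1* lost the call without 6, 5, 3, 1 and 4 of the 6 libraries (adjusted p up to 0.10, 0.091, 0.068, 0.054 and 0.061). *Usp18* and *Bnip3* overlap genes on the other strand.

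Over all genes, 496 were higher and 576 lower (2796 and 2995 with the replicate block). Without 1 library the count fell from 1072 to 658, 304 and 394 (replicates 1, 2 and 3 of control cells) and to 482, 496 and 536 (those of A17.2 cells). Of the 61 genes of the naming rule that passed here, 42 lost the call without at least 1 library. Genes that passed in both conditions numbered 333 higher and 348 lower, against 14.2 and 20.6 for independent lists, and none passed in opposite directions (with the replicate block 3704 passed in the same direction and 10 in opposite ones). Both comparisons set the same 2 kinds of cells against each other in 1 fit. Any lasting difference between these recurs, so the numbers for independent lists are no fair reference. The shared count of 681 fell to 259 without replicate 2 of stimulated control cells.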

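The cytokine response itself was compared between A17.2 and control cells as the difference of their log2 fold changes. No single gene passed the test in edgeR (209 genes had an unadjusted p under 0.05, against 782 by chance, and the lowest adjusted p was 0.15). Fewer small p-values than by chance mean that this test, which leaves out the numbered pairs, is too strict here. Its lack of calls therefore does not show equal responses. DESeq2 called 26 genes with a larger response in A17.2 cells and 1 with a smaller one, and edgeR with the replicate block called 64 and 1. Without replicate 3 of unstimulated A17.2 cells, edgeR called 9. For IFNγ-induced genes the median difference of responses was 1.21 on the log2 scale, larger in A17.2 cells, with 25 of 46 larger and none smaller when adjusted over the list alone and none when adjusted over all genes (19 larger over all genes with the replicate block). Camera gave adjusted p = 9.4e-50 with a preset correlation, adjusted p = 0.028 with an estimated correlation and adjusted p = 0.23 with an estimated correlation and the block. *Ifi47* was at 68.1 ± 8.29 CPM in unstimulated control cells and 6.93 ± 3.46 CPM in unstimulated A17.2 cells, against 519 ± 48.8 and 317 ± 29.5 CPM with cytokines (SD, n = 3 each). The transcription factor gene *Irf1* was at 173 ± 31.1 and 57.3 ± 9.06 CPM without cytokines and at 1390.5 ± 252 and 1368 ± 76.8 CPM with them. The differences of response were 2.59 (standard error 0.39, adjusted p = 0.17 from edgeR, 0.00069 with the block) and 1.57 (standard error 0.27, adjusted p = 0.29, 0.0015 with the block). For 34 type I interferon response genes the median difference was 0.80, with 4 larger when adjusted over the list alone (26 with the replicate block) and none over all genes (4 with the replicate block). Camera gave adjusted p = 1.9e-25, and adjusted p = 0.096 with an estimated correlation. For 23 AP-1 and immediate early genes the median was -0.29, with 21 of them negative (camera, adjusted p = 0.00013, 0.00046 with the block, and adjusted p = 0.21 with an estimated correlation). For 38 proinflammatory mediators it was 0.39 (adjusted p = 0.0095 by camera, 0.096 with the replicate block and 0.56 with an estimated correlation), and for 30 NF-κB target genes 0.16 (adjusted p = 0.0076, 0.046 with the block and 0.24 with an estimated correlation). None of these genes passed over all genes. Adjusted over the list alone 0, 3 and 1 of these lists' genes had a larger response (0, 7 and 2 with the block), and 0, 2 and 1 over all genes with the block. A smaller response passed only for 1 AP-1 and immediate early gene, adjusted over the list alone with the block.

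The paper set these libraries beside libraries of cells with *Adam17* edited by CRISPR/Cas9. It states that this comparison did not reveal inflammation-related genes affected by both methods.

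**Figure D2:**
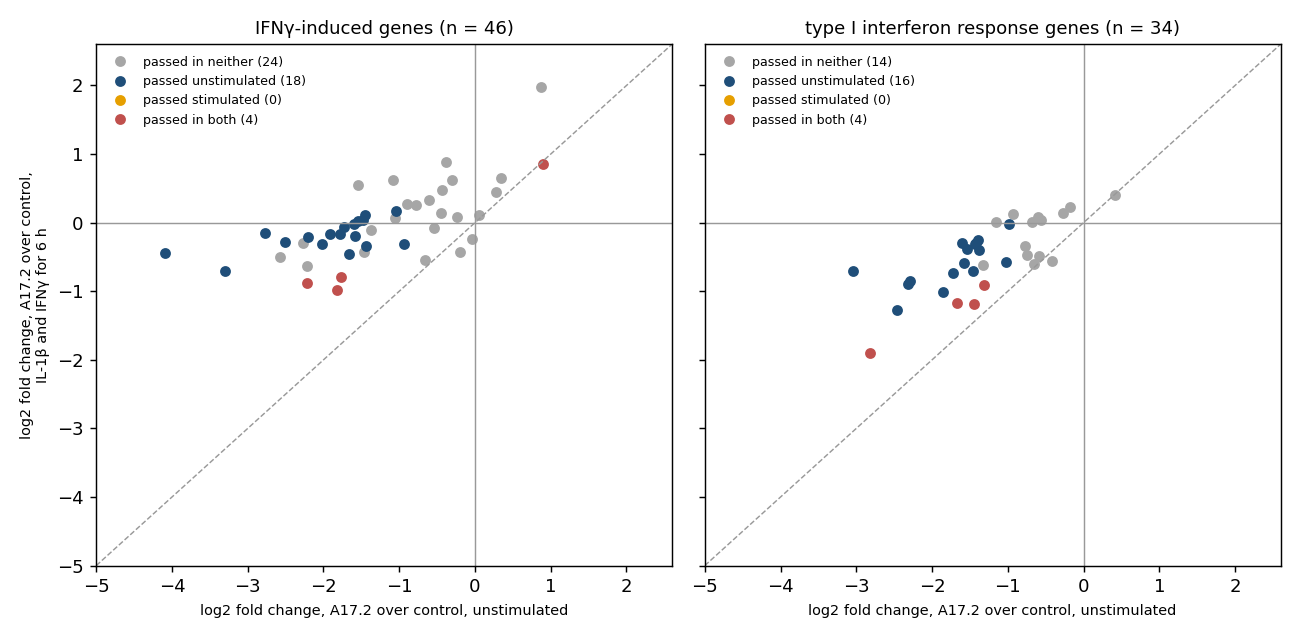
Log2 fold changes of A17.2 over control cells for the 46 IFNγ-induced genes (left) and the 34 type I interferon response genes (right), without cytokines (horizontal axis) and after 6 h with IL1β and IFNγ (vertical axis). Each point is a gene, coloured by where it passed the test, and the dashed line marks equal values. Above the line lie 43 of the 46 and 32 of the 34 genes.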

The analysis did not reveal common inflammation-related genes affected by diminished ADAM17 expression, independently of the method of its silencing.

The finding that A17.2 and A17.5 shRNAs designed to target *Adam17* transcript diminished also ADAM10 expression prompt us to form a hypothesis that there is a correlation between expression of ADAM10 and that of iNOS. Indeed, three commercial shRNA sequences targeting ADAM10 resulted in diminished expression of *Nos2* in MC38CEA cells (Fig. 1A,B). That A17.3 shRNA resulted in slight increase in both *Adam10* and *Nos2* expression further supported our belief of dependence of the level of *Nos2* expression on that of *Adam10* (Fig. 1A,B).

The effects of A17.5 and A10.1 shRNAs were moderate and the efficiency of silencing of their targets decreased over time, therefore we limited further studies to MC38CEA cells expressing three shRNAs that diminished *Adam10* and *Nos2* expression, namely A17.2, A10.2, and A10.3, and one, A17.3 that caused slight increase in expression of both *Adam10* and *Nos2*.

The levels of *Nos2* pre-mRNA and mature mRNA were similarly affected by specific shRNAs (Fig. 1F) and shRNA-mediated inhibition was detectable after the shortest stimulation time tested, i.e. in 2 h after inducing *Nos2* transcription with IL1β and IFNγ (Fig. S5). This indicated that the changes in *Nos2* mRNA levels resulted from the regulation of *Nos2* transcription rather than from the changes in transcript stability, which could occur in the case of its direct interaction with shRNA-derived siRNAs. We confirmed this notion in a single experiment in which we have measured *Nos2* transcript levels after inhibition of transcription by alpha-amanitin. After 6 h of the alpha-amanitin exposure the levels of *Nos2* mRNA in MC38CEA cells expressing control or A17.2 shRNA decreased respectively to 92.5% and 95% of its initial value. Although efficient stimulation of *Nos2* transcription in MC38CEA cells requires two inducers, *Nos2* mRNA is moderately increased in response to a single stimulant. *Adam10*-specific shRNAs decreased the levels of IL1β-induced- as well as IFNγ-induced *Nos2* expression (Fig. S5).

We applied a luciferase reporter assay to analyze the effect of the shRNAs on activity of *Nos2* promoter. The luciferase coding sequence was under control of the 1.75 kb fragment derived from a promoter and first exon of *Nos2.* The shRNAs influenced both basal and cytokine-stimulated activity of *Nos2* promoter (Fig. 1G). The pattern of changes in the levels of luciferase under the control of the *Nos2* promoter was consistent with the levels of endogenous *Nos2* in the cell lines with silenced ADAM17 and/or ADAM10 expression.

To verify the notion that the levels of ADAM10 influence the expression of iNOS we knocked down *Adam10* expression using CRISPR/Cas9 gene editing in both MC38CEA and P388D1 cells (Fig. 2A; Fig. S6).

**Fig. 2.**
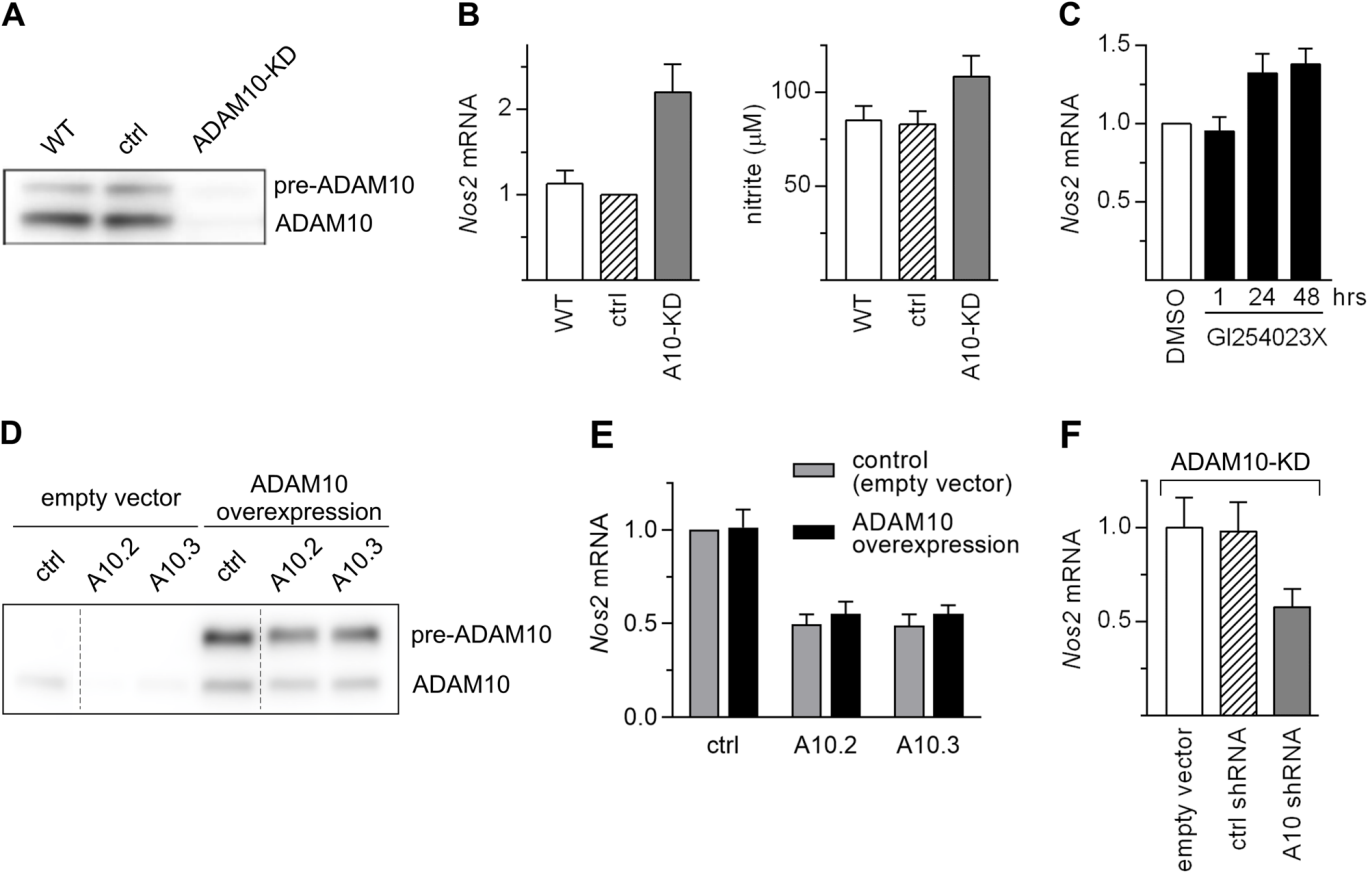
**Diminished ADAM10 expression due to CRISPR/Cas9 gene editing did not correlate with reduced inducibility of *Nos2*.** (A) WB analysis of ADAM10 levels in MC38CEA cells, in which *Adam10* expression was knocked down by CRISPR/Cas9. In control cells *EGFP*-specific sgRNA was used instead of *Adam10*-specific sgRNAs. Representative WB image of two independent experiments is presented. Whole WB and Ponceau S-stained membranes are given in Fig. S7 (B) RT-qPCR analysis of *Nos2* mRNA levels and measurement of nitrite levels in lysates and media, respectively, of MC38CEA cells described in (A), stimulated with IL1β and IFNγ for 6 h (RT-qPCR) or 20 h (nitrite). Data are shown as MV±s.d. from three (qPCR) or four (nitrite levels measurement) independent experiments. (C) RT-qPCR analysis of *Nos2* mRNA levels in MC38CEA cells incubated for indicated times with ADAM10 inhibitor, GI254023X (10 µM) or with its solvent, DMSO (for 48 h) before addition of cytokines for the next 6 h. Data are shown as MV±s.d. from three independent experiments. (D) WB analysis of the levels of ADAM10. MC38CEA cells expressing non-targeting-, or A10.2-, or A10.3 shRNA were transfected with an empty vector or a vector encoding shRNA-resistant version of *Adam10*. After antibiotic selection the cells were lysed and proteins were analyzed using WB. Representative WB image of two independent experiments is shown. For clarity of presentation two lanes were removed from the image (the sites are indicated by vertical lines). Whole WB and Ponceau S-stained membranes are given in Fig. S7. (E) RT-qPCR analysis of *Nos2* mRNA levels in MC38CEA cells transduced with vectors silencing ADAM10 (10.2 and 10.3) or non-targeting shRNA (ctrl), and then transfected with vector coding for ADAM10 or empty vector, stimulated for 6 h with IL1β and IFNγ. (F) RT-qPCR analysis of *Nos2* mRNA levels in *Adam10*-KD MC38CEA transduced with an empty vector or vector encoding non-targeting shRNA (ctrl), or *Adam10* shRNA. RNA was isolated from the cells stimulated for 6 h with IL1β and IFNγ.

Surprisingly, although the level of ADAM10 in *Adam10-*KD MC38CEA cells was strongly diminished, the levels of *Nos2* expression and iNOS activity were increased rather than decreased (Fig. 2B). A specific inhibitor of ADAM10 proteolytic activity, GI254023X, also slightly stimulated *Nos2* expression in MC38CEA cells (Fig. 2C). Knocking-down ADAM10 expression in P388D1 also did not inhibit iNOS expression and activity (Fig. S6). These results suggested that certain shRNAs targeting *Adam10*, but not ADAM10 silencing by itself, influence iNOS expression. To confirm this hypothesis, we introduced silent mutations to the sites within *Adam10* coding sequence targeted by A10.2 and A10.3 in the ADAM10-encoding vector to make it resistant to shRNA-mediated degradation (Fig. 2D). Overexpression of shRNA-resistant version of ADAM10 in MC38CEA cells expressing A10.2- or A10.3 shRNA did not restore the normal levels of *Nos2* transcript in the cells stimulated with IL1β and IFNγ (Fig. 2E). Moreover, when *Adam10*-KD MC38CEA cells, which produce negligible amounts of ADAM10 (Fig. 2A), were transduced with the vector encoding A10.3 shRNA, the expression of *Nos2* was diminished (Fig. 2F). These results confirmed the lack of correlation between the levels of ADAM10 and inducibility of *Nos2*. We generated four additional vectors encoding shRNAs targeting ADAM10, named A10.4, A10.5, A10.6, and A10.7 to verify the existence of a link between expression of such shRNAs and iNOS expression. All of them reduced the levels of *Adam10* by 60–80% (Fig. 3A), and all of them but A10.4 resulted in diminished levels of cytokine-induced *Nos2* expression (Fig. 3B). The studied shRNAs did not markedly stimulate expression of the interferon-inducible genes, *Oas1b* and *Ifit1* (Fig. S8). Thus, their effects cannot be attributed to the induction of interferon response, which might be triggered by some shRNAs and might affect cell viability and homeostasis.

**Fig. 3.**
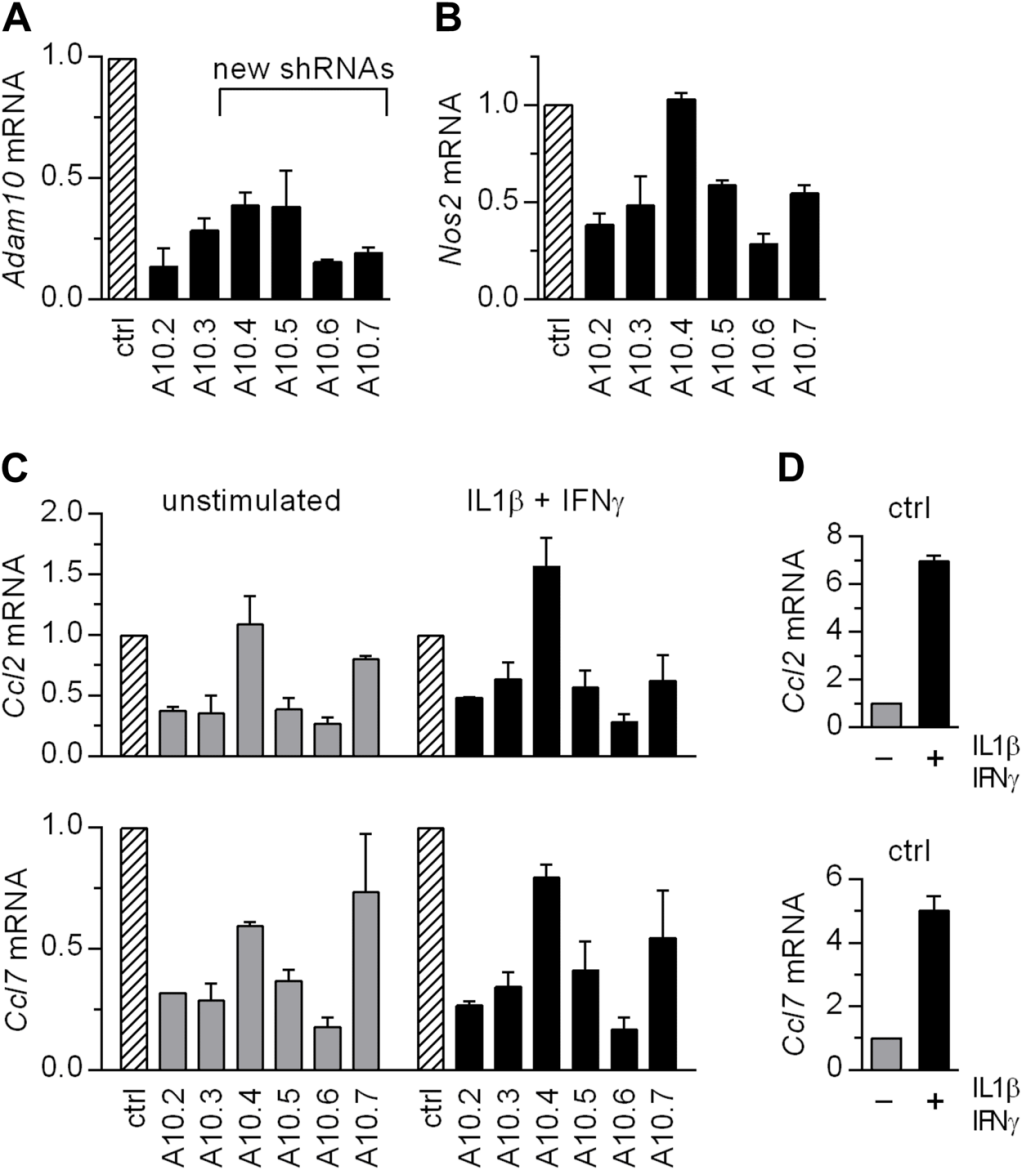
**Majority of shRNAs targeting *Adam10* diminished levels of proinflammatory transcripts.** RT-qPCR analysis of (A) *Adam10*, (B) *Nos2*, and (C) *Ccl2* and *Ccl7* mRNA levels in MC38CEA cells expressing not-targeting shRNA or one of *Adam10* shRNAs. The cells were left untreated or were stimulated with IL1β and IFNγ for 6 h prior to RNA isolation. The relative levels of the transcripts in control cells (transduced with vector encoding non-targeting shRNA) were taken as 1. (D) Magnitude of cytokine stimulation of *Ccl2* and *Ccl7* mRNAs in control cells. Data are presented as MV±s.d. from two independent experiments.

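Of 66 listed genes of proinflammatory mediators, 19 reached a mean of 1 CPM in unstimulated control cells and 32 in control cells stimulated with IL1β and IFNγ (n = 3 libraries each). In A17.2 cells 13 and 28 did. At a minimum of 5 CPM the numbers were 12 and 20 in control cells and 10 and 21 in A17.2 cells, and at 0.2 CPM they were 26 and 38, and 24 and 41, so which stimulated cells had more depends on the minimum. In unstimulated control cells the highest mean levels were those of the chemokine gene *Cxcl10* (849 CPM), the macrophage growth factor gene *Csf1* (253 CPM), the adhesion molecule gene *Vcam1* (239 CPM) and *Ptgs2* (169 CPM), which encodes cyclooxygenase-2. With cytokines the highest were *Cxcl10* (8539 CPM), *Ccl2* (1566 CPM) and *Nos2*. A count does not measure secreted protein.

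Cytokines raised 23 of the 38 mediators that could be tested in control cells and lowered none (28 when adjusted over the list alone). The list's median log2 fold change was 2.77 (camera, adjusted p = 7.4e-43, adjusted p = 0.0030 with an estimated correlation, and adjusted p = 0.064 with an estimated correlation and the replicate block). *Nos2* rose from 0.138 ± 0.0654 CPM (SD, n = 3), a log2 fold change of 12.68 (standard error 0.38, adjusted p = 6.7e-09 from edgeR's quasi-likelihood test). *Cxcl9* rose from 0.281 ± 0.0542 to 594 ± 305 CPM. *Ccl2* (ENSMUSG00000035385.5, chromosome 11, 82035571 to 82037453) had a log2 fold change of 3.86 (standard error 0.46, adjusted p = 0.00044 from edgeR). *Ccl7* (ENSMUSG00000035373.2, chromosome 11, 82045712 to 82047525) rose from 10.6 ± 3.81 to 141 ± 23.4 CPM, a log2 fold change of 3.74 (standard error 0.38, adjusted p = 0.00014 from edgeR). Of 30 NF-κB target and feedback genes 21 rose and none fell (24 when adjusted over the list alone), with a camera adjusted p of 2.2e-34 (adjusted p = 0.00055 with an estimated correlation). They included *Bcl3*, *Ripk2*, *Sod2* and *Nfkbiz*, with log2 fold changes of 4.32, 2.08, 1.83 and 3.18. Of 46 IFNγ-induced genes 37 rose (43 when adjusted over the list alone), among them *Igtp*, *Gbp2*, *Socs1* and *Irf1*, with log2 fold changes of 4.25, 5.56, 3.26 and 3.01. Camera gave adjusted p = 3.0e-71 (adjusted p = 0.0030 with an estimated correlation, and 0.064 with the block as well). Of 34 type I interferon response genes 19 rose (32 when adjusted over the list alone, 32 with the replicate block), among them *Tlr3* and *Zbp1*, with an adjusted p of 5.4e-28 by camera (adjusted p = 0.039 with an estimated correlation, and 0.17 with the block as well). *Ifit1* rose by 1.70 on the log2 scale, a call lost without any 1 of 5 of the 6 libraries (adjusted p up to 0.11).

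The 8 genes of the naming rule with the highest log2 fold changes were *Serpina3f*, *Nos2*, *Cxcl9*, *Serpina3g*, *Apol6*, *Fam26f*, *Neurl3* and *Serpina3i*. *Serpina3f* had no count in unstimulated control cells and 78.2 ± 28.7 CPM (SD, n = 3) with cytokines. The *Serpina3* genes are close paralogs and may share reads. The 8 lowest were the water channel gene *Aqp5*, the transcription factor genes *Tfap2c*, *Hes1* and *Dlx3*, and *Slc22a23*, *Gxylt2*, *Dusp1* and *Dact3*, with log2 fold changes of -2.90, -2.25, -1.83, -1.42, -1.46, -1.39, -1.37 and -1.24. *Aqp5*, *Slc22a23*, *Dlx3*, *Gxylt2* and *Dusp1* lost the call without 3, 3, 6, 4 and 4 of the 6 libraries (adjusted p up to 0.066, 0.063, 0.26, 0.19 and 0.24). Exons of *Igtp* overlap those of *Irgm2* on its own strand, and *Bcl3*, *Gbp2*, *Tlr3*, *Irf1*, *Cxcl10*, *Vcam1*, *Apol6* and *Dusp1* overlap genes on the other strand, so reads may be shared. Over all genes, 491 rose and 29 fell in control cells (1631 and 1390 with the replicate block). The count of 520 fell to 334 without replicate 2 of unstimulated control cells. The naming rule took 52 genes that passed here, and 14 lost the call without at least 1 library.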

MC38CEA cells express only few proinflammatory proteins (GEO repository: GSE181084 or GSE181271) (Czarnek and Bereta, 2021a,b). We chose CCL2 (C-C chemokine ligand 2), known also as MCP1 (macrophage chemoattractant protein 1) and CCL7 (MCP3) to examine whether the influence of shRNAs was limited to iNOS expression or is a more general phenomenon. The expression of *Ccl2* and *Ccl7* was affected by specific shRNAs in the same way as that of *Nos2* (Fig. 3C). The data indicated that the impact of specific shRNAs on expression of inflammatory genes might involve a common mechanism. Unlike *Nos2*, which is undetectable in the absence of inflammatory stimuli, *Ccl2* and *Ccl7* are expressed at low levels in unstimulated cells. shRNAs affected also this basal *Ccl2* and *Ccl7* expression (Fig. 3C).

The expression of *Ccl2* and *Ccl7* was also affected in a similar way as that of *Nos2* by A17.2 and A17.3 shRNAs (Fig. S9).

The expression of all analyzed proinflammatory genes: *Nos2*, *Ccl2*, and *Ccl7* is regulated by NF-κB, AP-1, and STAT1 transcription factors (Deng et al., 2013; Tang et al., 2020; Thompson and Van Eldik, 2009; Zhang et al., 2020). We decided to evaluate whether studied shRNAs influence their activation. We encountered a problem of the gradually decreasing degree of *Adams* silencing, resulting probably from a progressive decline in the average number of lentiviral cassettes per cell in the cell cultures. This could have influenced the reproducibility of the results as other effects of shRNAs could have been also diminished. To address this issue and to ensure that the effects of transduction/selection on the transcription factors would be temporally separated from these of shRNAs we generated vectors with the tetracycline/doxycycline-inducible expression of shRNAs. We chose four shRNAs: A17.2, A17.3, A10.2, and A10.3.

A17.2, A17.3, and A10.2 induced with doxycycline had the same effect on *Adam17* and *Adam10* levels and on *Nos2* expression as their constitutively expressed counterparts (Figs 4A and 1A). However, constitutive and inducible expression of A10.3 shRNA elicited different responses in terms of *Nos2* expression after cytokine stimulation. Although in both cases the levels of *Adam10* was decreased, *Nos2* expression was not diminished in response to inducible expression of A10.3 shRNA (Figs 4A and 1A). It is possible that shRNAs transcribed from different vectors are differently processed and the products might have overlapping but not identical activities (Putzbach et al., 2017).

**Fig. 4.**
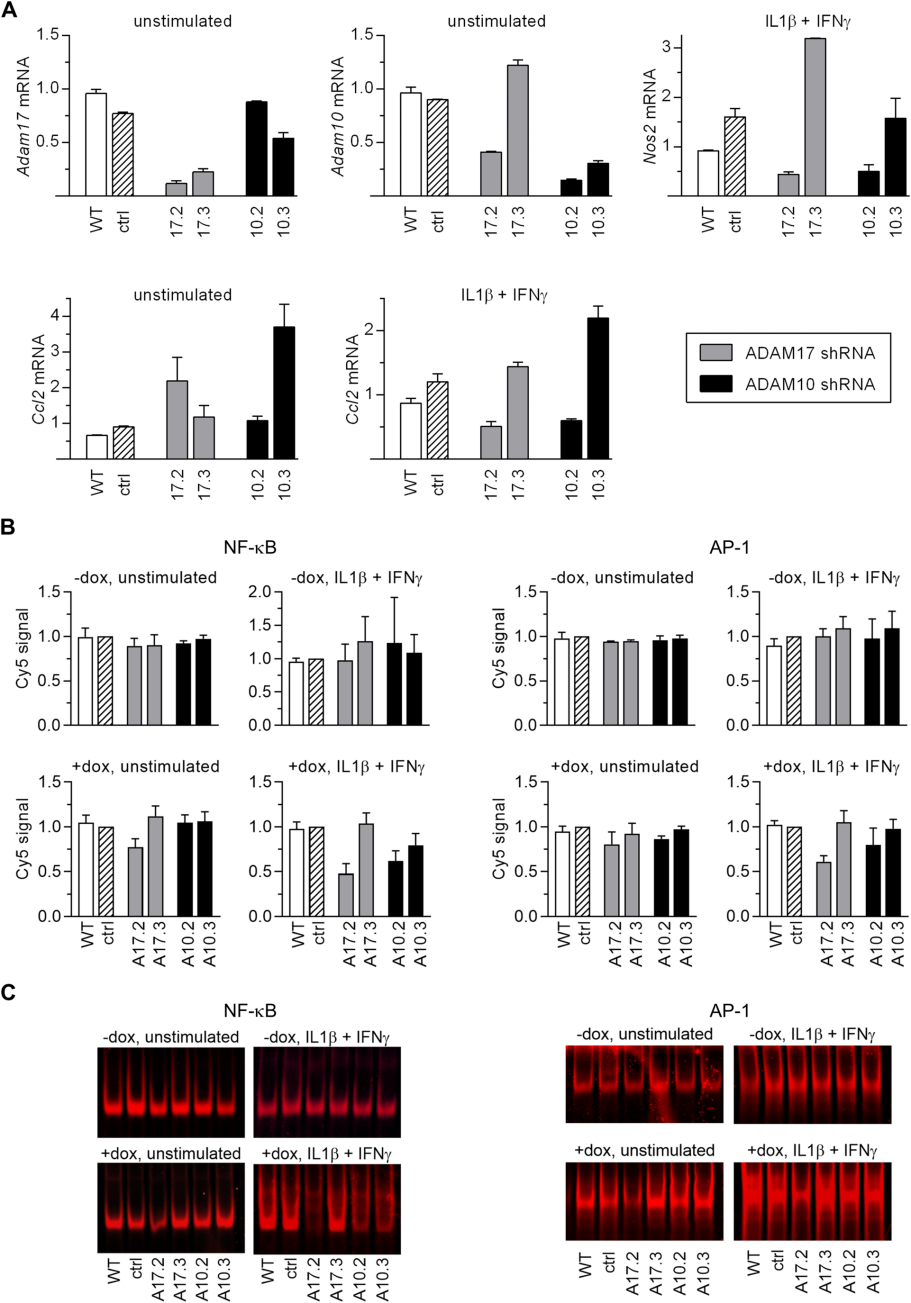
**Doxycycline-induced shRNAs influence expression of proinflammatory genes.** (A) RT-qPCR analysis of mRNA levels of *Adam17*, *Adam10*, *Nos2*, and *Ccl2* in WT MC38CEA cells or MC38CEA transduced with doxycycline-inducible vectors encoding not-targeting shRNA (control, ctrl) or one of analyzed shRNAs. Expression of shRNAs was switched on with doxycycline (200 ng/ml) 3 days prior to RNA isolation. The cells were left unstimulated or were stimulated with IL1β and IFNγ for the last 6 h of experiment. Data are presented as a ratio of mRNA levels in dox-induced cells to that in uninduced cells. Data are presented as MV±s.d. from two independent experiments. (B) Analysis of NF-κB and AP-1 activation in MC38CEA cells described in A by EMSA. The cells were left untreated or were stimulated with IL1β and IFNγ for 30 min prior to isolation of nuclear proteins. For all experimental groups MV±s.d. from at least three independent experiments are shown; only for AP-1 analysis in the cells untreated with doxycycline and unstimulated data are from two experiments. (C) Exemplary images of EMSA. Uncropped images are presented in Fig. S11.

Similarly, as in the case of constitutively expressed shRNAs, the pattern of effects of specific dox-induced shRNAs on cytokine-stimulated expression of *Ccl2* resembled that of *Nos2* (Fig. 4A). The data confirmed that the impact of specific shRNAs on expression of inflammatory genes did not depend on ADAMs expression levels. The effects of all analyzed shRNAs, either expressed constitutively or induced by dox are summarized in Table S2.

We next evaluated the influence of dox-induced expression of studied shRNAs on the activation of NF-κB, AP-1, and STAT1 transcription factors involved in the regulation of *Nos2*, *Ccl2* and *Ccl7* expression. We included also Sp1 transcription factor essential for expression of *Ccl2* (Ping et al., 2000).

The activity of NF-κB was decreased in unstimulated cells expressing A17.2 shRNA by ∼20%. In cytokine-stimulated cells expressing A17.2 shRNA NF-κB activity was reduced by ∼50%, and in those expressing A10.2 shRNA by ∼40% compared to control cells, i.e. cytokine-stimulated cells expressing non-targeting shRNA. These data point to NF-κB as a factor most significantly influenced by shRNAs. This conclusion is not fully supported by our experiments performed with the cells with constitutive expression of shRNAs. Removal of NF-κB sequences from *Nos2* promoter abolished the stimulation of luciferase expression by cytokines but did not abolish the effect of shRNAs on the basal level of its expression (Fig. S10). This indicates the existence of other than NF-κB elements affected by shRNAs required for efficient activation of *Nos2* promoter. The EMSA analysis revealed that dox-inducible shRNAs also influenced activity of AP-1 although to a lesser extent than that of NF-κB. Expression of A17.2 shRNA decreased AP-1 activity in cytokine-stimulated cells by ∼40% and of A10.2 shRNA by ∼20% compared with control cells. A17.3 and A10.3 shRNAs did not substantially affect NF-κB and AP-1 activities. The binding of STAT and Sp1 to their consensus sequences were not influenced by any of the analyzed shRNAs (Fig. S12).

## DISCUSSION

The results of our work highlight a number of issues that must be taken into account in gene silencing experiments to avoid false conclusions. One threat comes from establishing cell lines with silenced expression of a gene of interest from clones of a single cell. The necessity to use the clones is a result of inefficient gene transfer to the cells transfected with plasmids encoding shRNAs or inefficient knockdown of a gene by CRISPR/Cas9. We observed tremendous variability in the levels of *Nos2* expression in the clones of MC38CEA cells, in which *Adam17* was knocked down with CRISPR/Cas9. Remarkable heterogeneity of cells, including cell transcriptomes, in cultures of established cell lines is a well-recognized phenomenon (Hu et al., 2019; Rajaram et al., 2017). It is therefore possible to select quite randomly several clones, in which silencing of a given gene is accompanied by the same feature. Moreover, silencing of a specific gene may promote growth of cells with certain characteristics. High or low expression of certain genes may mitigate the adverse effects associated with silencing of a specific gene. In this scenario, the two features occur in parallel, but there is no cause-and-effect relationship between them. We believe that our original observation of a decrease in *Nos2* expression in *Adam17*-silenced clone-derived cell lines (Fig. S1) might be accidental or resulted from off-target effects of the used shRNA. In the present work we ruled out the correlation between *Adam17* levels and cytokine-induced *Nos2* expression in MC38CEA cells.

The second threat is a lack of stringent specificity of shRNAs, which may lead to silencing of closely related genes. In our studies, none of the sequences targeting *Adam10* silenced *Adam17* expression, but two of the sequences targeting *Adam17* diminished the expression of *Adam10*. If these sequences were used to distinguish the activity of ADAM17 from that of ADAM10, it could result in false conclusions. Unintended silencing of related genes is part of a larger phenomenon known as off-target effects. Bioinformatic tools are used to design shRNAs, but taking into account the current state of knowledge, they cannot ensure specificity of indicated sequences. The potential off-targets of a given shRNA remain difficult to predict because of the alternative selection of siRNA strands, lower complementarity requirements than were initially assumed, and variations in shRNA-derived siRNAs.

Argonaute protein (Ago) is responsible for a choice of a guide strand of an miRNA or siRNA duplex. It supposedly favors the strand, which has a 5′ terminus in the less thermodynamically stable end of the duplex and U as the first nucleotide. However, half of human miRNAs elude one or both of these rules (Medley et al., 2020). Likewise, the strand of shRNA designed to be a passenger strand may play a role of a guide strand (Sheng et al., 2020), thus increasing the number of potential off-targets. Although shRNAs are designed to have ∼20 nucleotides complementary to specific targets, the complementarity of a six nucleotide-seed sequence may be sufficient for off-target activity (Birmingham et al., 2006; Gao et al., 2018; Murmann et al., 2020). Other profiles of complementarity between miRNA and mRNA may also provide effective silencing of certain transcripts (Akbari Moqadam et al., 2013; Brennecke et al., 2005). Additionally, one pre-miRNA may be processed into isomiR variants, which slightly differ in length and/or the terminal nucleotide(s) (Gebert and MacRae, 2019). Small differences in processing of shRNAs encoded by different vectors were also reported (Putzbach et al., 2017). Also, certain shRNAs encoded by TRC vector, thus possessing the same hairpin scaffold as commercial *Adam*-targeting vectors used in our studies, were shown to be imprecisely processed (Gu et al., 2012; Watanabe et al., 2016) or processed via alternative, Dicer-independent mechanism generating a set of various siRNA, which targeted unintended transcripts (Bhinder et al., 2014). We believe that the differences in off-target activities of constitutively-expressed versus dox-inducible A10.3 shRNA might be due to the fact that the transcribed molecules may slightly differ in 5′-terminus and thus undergo non-identical processing.

The most impressive example of serious consequences of off-target effects comes from works of Lin et al. (Lin et al., 2019; Lin et al., 2017). They demonstrated how erroneous RNAi data led to selection of incorrect targets for cancer therapy and even to initiation of clinical trials, which were bound to fail. In our previous work we reported that also control shRNA, which by definition should not influence expression of any gene, might elicit powerful off-target effects that invalidate the reliable interpretation of RNAi data (Czarnek et al., 2021). Thus, in the case of shRNAs application, off-target effects seem to be a common phenomenon. To minimize the likelihood of incorrect conclusions, several different shRNAs targeting the same transcript are usually used, because each shRNA is assumed to have a distinct set of off-targets. The third threat arises from the belief that this approach solves the problem; that if several different shRNAs targeting a given transcript led to the same accompanying effect, then this effect is a consequence of the gene silencing. In our work the expression of eight shRNAs out of nine that diminished *Adam10* levels (seven designed to target *Adam10* and two designed to target *Adam17*) resulted in a decrease of cytokine-induced transcription of *Nos2* in MC38CEA cells. Contrary to expectations, ADAM10 silencing was not responsible for this effect, which we demonstrated using a wide variety of experimental approaches (Fig. 2).

This observation of alike off-target effects revealed by a set of shRNAs targeting the same mRNA is not absolutely unique. Putzbach et al. found that more than 80% of numerous si/shRNA targeting CD95 and CD95L induced cell death through unexpected targeting of a number of critical survival genes (Putzbach et al., 2018, 2017). Further studies by the same group revealed that G-rich hexamer seed sequences, including those derived from CD95L transcript, are required and sufficient for targeting C-rich 3′UTR of survival genes (Gao et al., 2018). The authors propose that the phenomenon reflects the simultaneous evolution of tumor suppressor miRNAs and 3'UTRs of majority of mRNAs: the increase in G abundance in a guide strand of miRNAs was accompanied by the decrease of Cs in most mRNAs but not in survival gene transcripts (Gao et al., 2018).

The shRNAs targeting *Adam10* affect expression of a set of pro-inflammatory genes and, as we showed for two shRNAs, decrease activity of two transcription factors, NF-κB and AP-1. We believe that analyzed shRNAs share a common trait which determines their anti-inflammatory properties. The complex bioinformatic analysis of 3′UTRs of transcripts coding for proinflammatory proteins is not yet available. Therefore, the idea that by analogy with the CD95L shRNAs targeting survival genes, shRNAs specific towards *Adams* target unintended group of proinflammatory genes, while tempting, is highly speculative.

Another possibility is that these shRNAs target one or a few molecules that play a central role in the proinflammatory activation of the cells. For example, they might interfere with the complex net of miRNAs and lncRNAs involved in the regulation of inflammation and immune responses (Mahesh and Biswas, 2019; Marques-Rocha et al., 2015; Testa et al., 2017). They could also affect mRNAs coding for proteins that potentiate pro-inflammatory signaling pathways as, e.g. various kinases or poly(ADP-ribose) polymerase 1 (PARP-1) (Bai and Virag, 2012; Ke et al., 2019) or ubiquitin-specific protease 14 (USP14) (Liu et al., 2017). Also, more complex or diverse or overlapping scenarios for different shRNAs are possible. The elucidation of the mechanism of off-target effects of shRNA targeting *Adam10* is beyond the scope of this study.

In recent years CRISPR/Cas9-based methods (CRISPRko and CRISPRi) evolved as an alternative for RNAi (Housden and Perrimon, 2016; Schuster et al., 2019). Although CRISPR/Cas9-based methods are not flawless, they outcompete RNAi in terms of minimizing off-target effects (Doench et al., 2016; Evers et al., 2016; Naeem et al., 2020). In the case of CRISPRi, in which Cas9 is not enzymatically active and the efficient inhibition of transcription requires long-term and high-affinity interaction between 17–20 nucleotide guide sequence and target DNA, the number of off-targets is negligible (Gilbert et al., 2014; Peddle et al., 2020). We have successfully applied both CRISPRko (Fig. 2; Fig. S6) and CRISPRi methods (manuscript in preparation) to efficiently inhibit *ADAM10* expression and verify the results of shRNA-based experiments.

Our work stresses the necessity of providing strict controls in RNAi experiments including restoration of normal levels of a studied protein, which should reverse the effects of the silencing of its expression. It would also be reasonable to verify RNAi results with complementary methods, e.g. CRISPR/Cas9-based techniques.

## MATERIALS AND METHODS

### Cell culture

MC38CEA (murine colon adenocarcinoma cell line (Corbett et al., 1975) expressing human carcinoembryonic antigen (Bereta et al., 2007) and P388D1 (mouse monocyte/macrophage-like cell line, ATCC^®^ CCL-46) were grown in DMEM High Glucose (BioWest) supplemented with 5% heat-inactivated fetal bovine serum (FBS, BioWest) at standard conditions. The cells transduced with doxycycline-inducible shRNA expression vectors were cultured in the presence of heat-inactivated, tetracycline-free FBS (BioWest). The cells were passaged by trypsinization (MC38CEA) or by dislodging with a sterile cell scraper (P388D1) after reaching 80–90% confluence. The cells were tested for *Mycoplasma* contamination using PCR (primer sequences are given in Table S3) and cultured in the absence of preventive antibiotics, penicillin and streptomycin.

### shRNA constructs, lentiviral vector production and transduction

Lentiviral vectors from MISSION^®^ library encoding non-targeting shRNA (SHC002) and mouse ADAM17- and ADAM10 shRNAs were purchased from Sigma-Aldrich (presently Merck). Additional vectors containing ADAM10 shRNAs under constitutive hU6 promoter and vectors with doxycycline-inducible shRNAs were produced in-house. pLKO.1-puro (Stewart et al., 2003) (a gift from Bob Weinberg, Addgene plasmid #8453) or Tet-pLKO-puro (Wiederschain et al., 2009) (a gift from Dmitri Wiederschain, Addgene plasmid #21915) were digested with *Age*I and *Eco*RI, resolved in an agarose gel and extracted using Gel-Out Concentrator (A&A Biotechnology). Oligonucleotides encoding the shRNA sequences (Table S1) were annealed in 1×Taq buffer and ligated into linearized plasmids. Lentiviral vectors were produced as described previously (Czarnek et al., 2021).

The cells were plated in 12-well plates at a density of 125,000 cells per well. The next day, cells were transduced with equal volumes of concentrated media containing pseudoviruses (the optimal volume was determined experimentally by transducing cells with different volumes of a concentrated viral stock). The volumes that yielded about 50–80% of puromycin-resistant cells were eventually used for transduction of both cell lines via spinoculation at 1150 ***g*** for 30 min at room temperature in the presence of polybrene (8 µg/ml). After 2 days, puromycin was added to the cultures at a concentration of 5 µg/ml for MC38CEA cells and 1 µg/ml for P388D1 cells.

### Cell stimulation

Recombinant human interleukin 1β (IL1β) and recombinant mouse interferon γ (IFNγ) were from BioLegend. Both cytokines were used at a concentration of 10 ng/ml. *Escherichia coli* lipopolysaccharide serotype 0111:B4 (LPS, Sigma-Aldrich) was used at a concentration of 100 ng/ml.

### RNA isolation, reverse transcription and RT-qPCR

The cells were seeded at 125,000 cells per well onto 12-well plates 2 days prior to stimulation. The cells were stimulated with IL1β and IFNγ (MC38CEA) or LPS (P388D1) for 6 h. RNA was isolated using phenol/chloroform extraction with Fenozol reagent (A&A Biotechnology) as recommended by the manufacturer. pH of the Fenozol was adjusted to 4.5 with acetic acid before use. If pre-mRNA was to be analyzed, residual DNA was removed by digestion with TURBO DNase (Thermo Fisher Scientific) for 45 min at 37°C and RNA was further purified using Clean Up RNA Concentrator (A&A Biotechnology). RNA concentration was determined spectrophotometrically using NanoDrop ND-1000 (NanoDrop Technologies LLC). Equal amounts of RNA (1 μg) were reverse-transcribed with M-MLV polymerase (Promega) and oligo(dT)_15_ (or a mixture of oligo(dT)_15_ and random hexamer primers for pre-mRNA analysis). RT-qPCR reactions were performed using AceQ qPCR SYBR Green Mix (Vazyme Biotech) on Eco Real-Time PCR System (Illumina). The levels of analyzed transcripts were normalized to a geometric mean of two reference genes: *Eef2* and *Polr2b*. Primers for mRNA analysis were designed to span different exons with a minimal intron size of 1000 nt; primers for pre-mRNA analysis were designed to bind within exon and adjacent intron; alternatively, both primes were specific for intronic sequences. The sequences of all primers are listed in Table S3.

### Nitrite concentration measurements – Griess assay

The cells were seeded at 10,000 cells per well in 96-well plates 2 days prior to stimulation. The next day they were stimulated with IL1β and IFNγ (MC38CEA) or LPS (P388D1) for 20 h. The collected media (100 μl) were mixed with equal volume of freshly prepared Griess reagent (1:1 mixture of 0.5% sulfanilamide and 0.05% *N*-(1-Naphthyl)ethylenediamine, both in 5% phosphoric acid) and incubated at room temperature for 5 min. The absorbance at 545 nm was measured using a microplate reader Synergy H1 Hybrid (BioTek). Nitrite concentration was determined using standard curve of known concentrations of sodium nitrite in culture medium.

### Western blotting

The cells were lysed in ice-cold RIPA buffer enriched with 5 mM EDTA, Halt Protease Inhibitor Cocktail (Thermo Fisher Scientific), and 5 μM ADAM10-specific inhibitor GI254023X (Brummer et al., 2018). After brief sonication, protein samples (25 μg) were subjected to tris-glycine SDS-PAGE and transferred onto 0.45 μm PVDF membranes (Immobilon P, Merck). The membranes were stained with Ponceau S to ensure equal protein loading and images were taken. The membranes were destained, blocked in 5% non-fat dried milk in TBST and probed with rabbit-anti ADAM17 at 1:2500 (PA5-17080, Thermo Fisher Scientific) or rabbit anti-ADAM10 at 1:5000 (ab1997, Abcam) and then with HRP-conjugated secondary antibody (goat anti-rabbit at 1:10,000, Sigma-Aldrich). Bands were developed with Immobilon Western Chemiluminescent HRP Substrate (Merck) and visualized using Fusion FX (Vilber Lourmat). The exposition time was set to ‘auto’.

### Generation of *Adam*-knockdown cell lines with Cas9-mediated genome editing

Generation of *Adam17*-KD cells was described previously (Karabasz et al., 2021). *Adam10-*KD cells were generated similarly with minor modifications. Briefly, Cas9 coding sequence was PCR-amplified from pX330-U6-Chimeric_BB-CBh-hSpCas9 (Cong et al., 2013) (hereinafter referred to as pX330; a gift from Feng Zhang, Addgene plasmid #42230) and cloned into pJET1.2-blunt (Thermo Fisher Scientific). The plasmid with the insert oriented such that Cas9 CDS was located downstream of the T7 promoter was purified using Plasmid Midi AX (A&A Biotechnology), linearized with *Xba*I and DNA was phenol/chloroform-extracted. Polyadenylated, capped mRNA was produced using HiScribe T7 ARCA mRNA Kit with tailing (New England Biolabs) and purified by LiCl precipitation. sgRNA sequences targeting sequences within exon 2, 3, 4, and 5 of mouse *Adam10* gene were designed using GPP sgRNA Designer (Broad Institute). sgRNA targeting EGFP was used as a control. Sequences of sgRNAs are available in Table S4. Oligonucleotides encoding sgRNAs targeting *Adam10* or *EGFP* were annealed in 1×Taq buffer and cloned into pX330 in restriction-ligation reaction containing the vector, annealed oligonucleotides, FastDigest BpiI (Thermo Fisher Scientific) and T4 DNA ligase (Thermo Fisher Scientific) in 1×T4 DNA ligase buffer. sgRNAs were PCR-amplified with primers containing T7 promoter sequence and purified PCR products were transcribed using TranscriptAid T7 High Yield Transcription Kit (Thermo Fisher Scientific). *In vitro* transcribed sgRNAs were purified using LiCl precipitation.

The cells were detached from culture vessels by trypsinization (MC38CEA) or by scraping (P388D1), washed with electroporation buffer (EB; 100 mM sodium phosphate, 50 mM sodium succinate, 20 mM HEPES, 10 mM MgCl_2_, 5 mM KCl, pH 7.2) and electroporated in EB with 2 μg of Cas9 mRNA using Gene Pulser II (Bio-Rad) in 0.4 cm gap cuvettes (Bio-Rad) with following pulse parameters: 400 V, 500 μF (MC38CEA) or 500 V, 500 μF (P388D1). The procedure was repeated after 4 h, but with 1 µg of sgRNA targeting *Adam17*, *or Adam10*, or *EGFP* instead of Cas9 mRNA. The cells were allowed to regenerate in culture (5–7 days), and the electroporation was repeated with another sgRNA (two in total).

### Construction of a plasmid coding for ADAM10 resistant to shRNA

ADAM10 coding sequence was PCR-amplified from LeGO-ADAM10 (Czarnek and Bereta, 2020) with primers containing *Sfi*I sites, digested overnight with *Sfi*I and cloned into *Sfi*I-digested pSBbi-Bla (Kowarz et al., 2015) (a gift from Eric Kowartz, Addgene plasmid #60526). A fragment of ADAM10-coding sequence that contains sites targeted by *Adam10*-specific shRNA sequences 2 and 3 was codon-optimized to retain correct amino acid sequence but abolish shRNA-mediated mRNA degradation. dsDNA was synthetized (GeneArt Strings DNA Fragments, Thermo Fisher Scientific) and ligated into PCR-amplified pSBbi-Bla containing the remaining portion of ADAM10 CDS using NEBuilder HiFi DNA Assembly Cloning Kit (New England Biolabs).

MC38CEA cells were seeded in 12-well plates one day prior to transfection. The cells were transfected with 950 ng of pSbbi-Bla containing shRNA-resistant version of ADAM10 or an empty plasmid together with 50 ng of SB100X transposase-encoding vector pCMV(CAT)T7-SB100 (Mates et al., 2009) (a gift from Zsuzsanna Izsvak, Addgene plasmid #34879) using jetPRIME transfection reagent (Polyplus Transfection) following the manufacturer's recommendations. After 24 h, the medium was replaced with the fresh one containing blasticidin S (8 μg/ml).

### Reporter constructs, transfection and luciferase reporter assay

pGL2-basic, a promoterless plasmid containing the firefly luciferase coding sequence, was purchased from Promega. pGL2-NOS2Promoter-Luciferase (Lowenstein et al., 1993) (hereinafter referred to as pGL2-NOS2prom) was a gift from Charles Lowenstein (Addgene plasmid #19296). pGL2-NOS2promΔNFκB containing a version of *Nos2* promoter lacking two NF-κB binding sites was generated using Gibson assembly method. A fragment between NF-κB binding sites and the pGL2-NOS2prom (excluding NF-κB binding sites) were PCR-amplified and ligated using NEBuilder HiFi DNA Assembly Cloning Kit (New England Biolabs). MC38CEA cells were seeded at 8000 cells/well in 96-well white plates. The next day the cells were transfected in duplicates with 95 ng of one of the firefly luciferase-encoding plasmids together with 5 ng of plasmid coding for *Renilla* luciferase under constitutive SV40 promoter using jetPRIME (Polyplus Transfection). The next day the medium was replaced with the fresh one and after further 24 h the cells were stimulated with IL1β and IFNγ for 6 h. After this time luciferase levels were determined using Dual-Glo Luciferase Assay System according to the manufacturer's protocol. The luminescent signals were measured using a microplate reader Synergy H1 Hybrid (BioTek) and calculated for each sample following the equation:

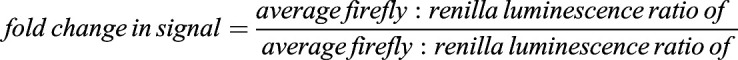

The signal of unstimulated cells transfected with control shRNA were taken as 1.

### Electrophoretic mobility-shift assay (EMSA)

MC38CEA cells carrying doxycycline-inducible vectors coding for control or ADAM-specific shRNAs were cultured in plates (Ø=6 cm). The cells were treated for 72 h with doxycycline and then for 30 min with IL1β and IFNγ. Nuclear extracts were prepared by the method of Suzuki et al. (Suzuki et al., 1994) with slight modifications. In brief, ∼3×10^6^ cells at a confluence of ∼80%, were washed with PBS, harvested, and incubated on ice for 15 min in 10 mM Tris-HCl buffer pH 7.5 containing 10 mM NaCl, 3 mM MgCl_2_, 1 mM DTT, and 0.2 mM PMSF. Nonidet NP-40 was added to a final concentration of 0.5%, nuclei were pelleted by centrifugation (1 min, 12,000×***g***), and incubated for 30 min on ice in 10 mM HEPES, pH 7.5, containing 0.35 mM NaCl, 1 mM EDTA, 1 mM DTT and 0.2 mM PMSF. The samples were centrifuged (4°C, 5 min, 17,000×***g***) and protein concentrations in the supernatants were measured with Bradford assay.

The extracts of nuclear proteins (10 or 20 µg) were incubated for 30 min at room temperature in 15 µl of binding buffer (10 mM HEPES pH 7.5, 0.5% TritonX-100, 2.5% glycerol, 4 mM DTT) containing 1 µg of poly(dI-dC) and 40 fmoles of a fluorescently labeled double-stranded oligonucleotide probe for: NF-κB, STAT1/3, AP1 and Sp1 transcription factors. NF-κB and STAT1/3 probes were labeled with Cy5, AP1 probe – with Cy5 or 6FAM and Sp1 probe with 6FAM. The sequences of probes were as follows (binding sequences are underlined):

NF-κB: 5′-AGTTGAGGGGACTTTCCCAGGC-3′

AP-1: 5 ´-AGTGGCTTGATGACTCAGCCGGAA-3′

STAT1/3: 5′-AGTGACATTTCCCGTAAATCCA-3′

Sp1: 5′-AGTATTCGATCGGGGCGGGGCGAGC-3′.

To confirm specificity of binding, unlabeled competitive probes were included in the test. DNA-protein complexes were separated in a 5% non-denaturing polyacrylamide gel in Tris-boric acid-EDTA buffer, pH 8.0. Fluorescent signals were visualized using ChemiDoc MP Imaging System (Bio-Rad). The gels were then stained with Coomassie Brilliant Blue to confirm equal loading of protein. Densitometry was performed using Quantity One software (Bio-Rad). The fluorescent signals were normalized to the total amount of protein in each lane.

## Supplementary Material

Supplementary information

# Supplementary material for: shRNAs targeting mouse Adam10 diminish cell response to proinflammatory stimuli independently of Adam10 silencing
**Source:** Biol Open. 2022 Mar 4;11(3):bio059092. doi: 10.1242/bio.059092
**Supplement:** Supplementary information

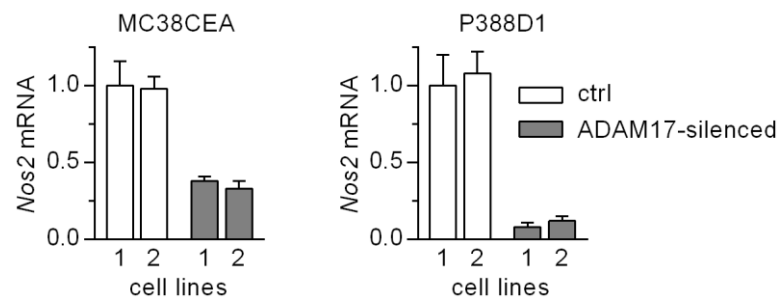

Fig. S1. RT-qPCR analysis of *Nos2* expression in MC38CEA and P388D1 cell lines, denoted as 1 and 2, derived from clones of cells, in which ADAM17 expression was silenced with a plasmid coding for shRNA targeting *Adam17* mRNA (sequence: 5'-AACGAATGCTGGTGTATAAGT-3', SuperArray Bioscience Corp., Maryland). Control cells (ctrl) were transfected with a plasmid coding for non-interfering shRNA (sequence 5'-GAAGATGCTATTAGAGCAATT-3', SuperArray Bioscience Corp.). *Nos2* expression was induced with IL1 β + IFN γ (MC38CEA) or LPS (P388D1).

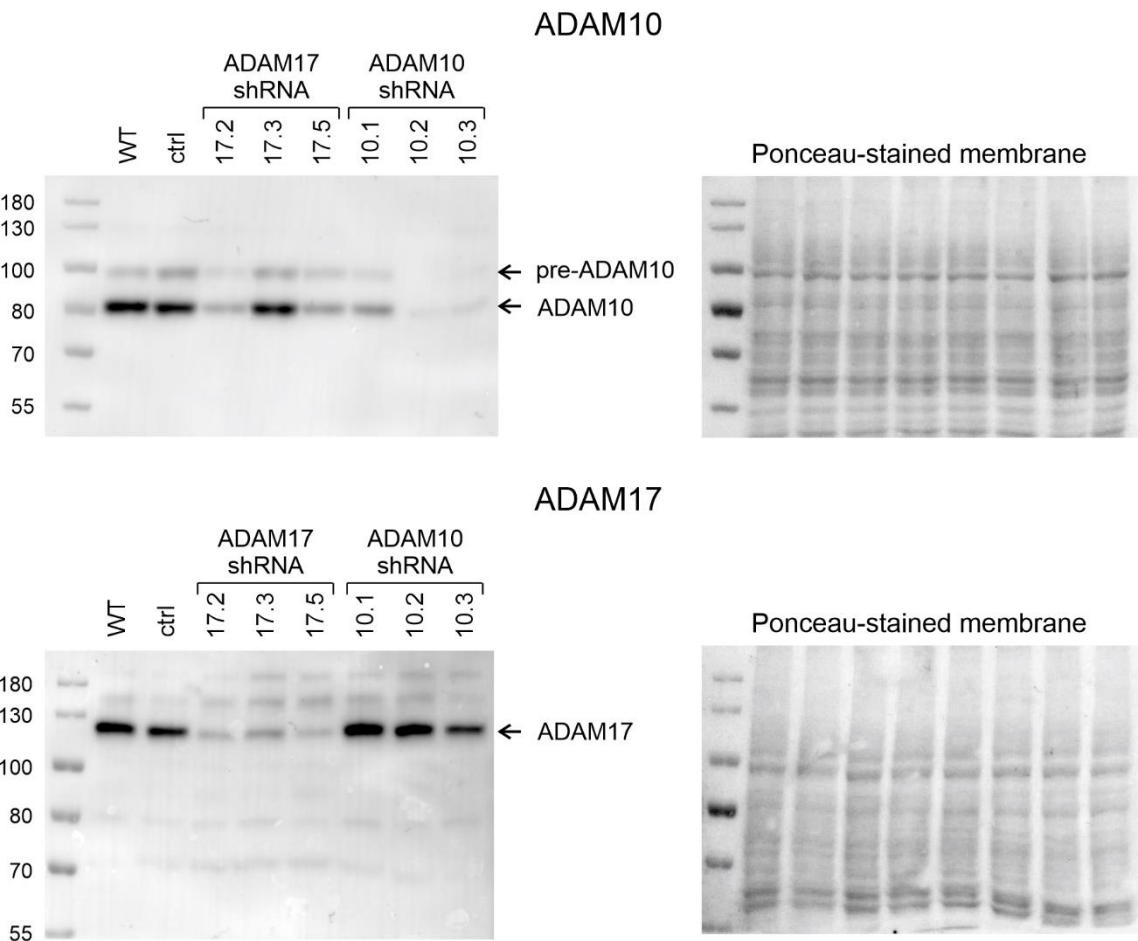

Fig. S2. Uncropped images of WB merged with protein ladder and Ponceau S stained membranes from Fig. 1B of the main text.

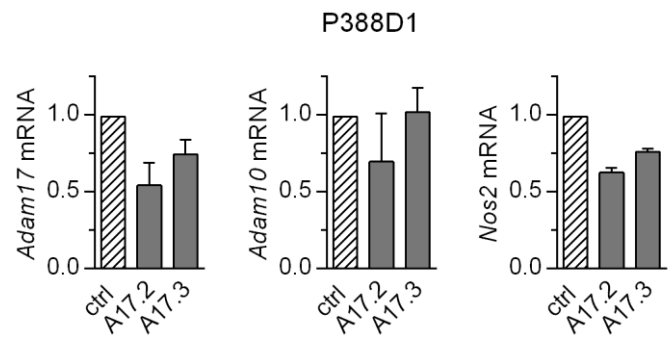

Fig. S3. RT-qPCR analysis of *Adam17*, *Adam10*, and *Nos2* expression in P388D1 cell lines generated by transduction of cells with leniviral vectors (MISSION®) encoding non-targeting shRNA (control, ctrl) or shRNAs targeting *Adam17* (sequence 2, A17.2 and sequence 3, A17.3). The relative levels of transcripts in control cells were taken as 1. Data presented as MV ± SD are from three independent experiments.

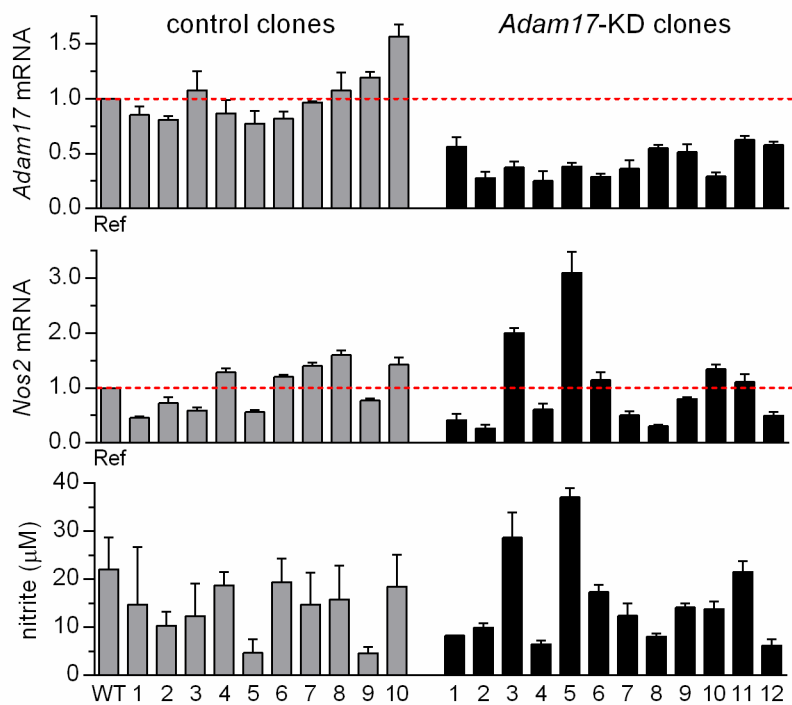

Fig. S4. Knockdown of *Adam17* expression using CRISPR/Cas9 gene editing did not affect iNOS expression and activity. RT-qPCR analysis of *Adam17* and *Nos2* (upper and middle panels) and levels of nitrite (lower panel) in cultures of individual MC38CEA cell clones derived from the control or *Adam17*-knockdown populations described in Fig. 1d of the main text. The cells were stimulated with IL1β and IFNγ for 6 h (RT-qPCR) or 18 h (nitrite). The average of relative levels of *Adam17* and *Nos2* transcripts in all control clones (Ref) were taken as 1. MV ± SD from two independent experiments are shown.

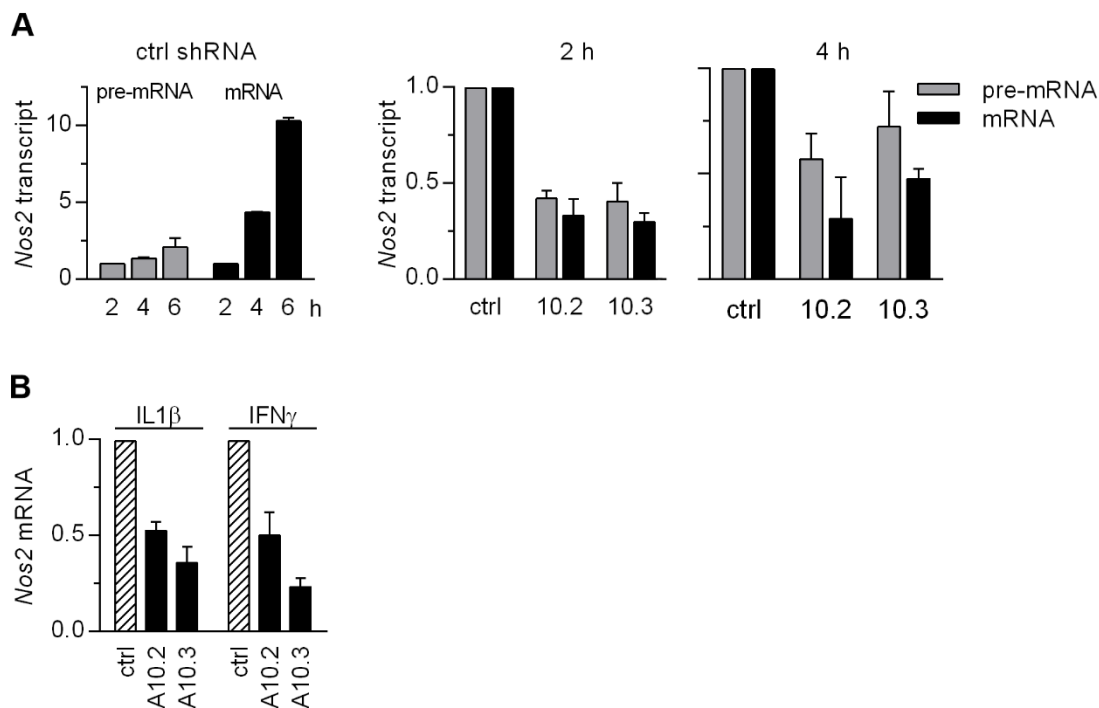

Fig. S5. The influence of shRNAs on *Nos2* levels is fast and independent of the type of cytokine stimulus. RT-qPCR analysis of *Nos2* transcript levels in MC38CEA cells expressing non-targeting shRNA (ctrl), or ADAM10 targeting shRNAs: A10.2 or A10.3. (A) The cells were treated with IL1 β or IFN γ for indicated times before RNA isolation. The left panel show kinetics of increase of *Nos2* transcript levels in control cells. The relative levels of *Nos2* transcript in control cells after 2 h-stimulation with cytokines were taken as 1. For right panels the relative levels of *Nos2* transcripts in control cells were taken as 1. (B) The cells were treated with IL1 β or IFN γ for 6 h prior to RNA isolation. The relative levels of *Nos2* mRNA in control cells were taken as 1. Data are presented as MV $\pm$ SD from two (A) or three (B) independent experiments.

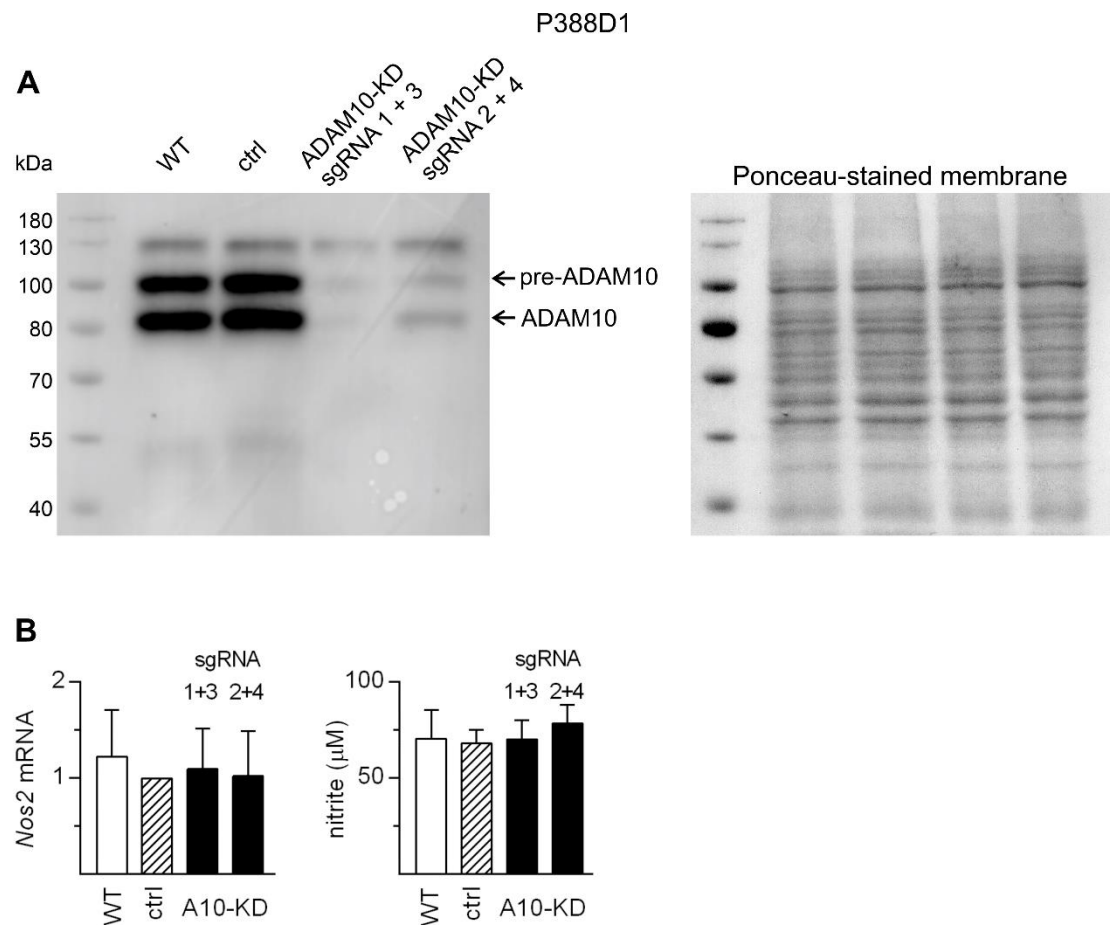

Fig. S6. Knockdown of *Adam10* expression using CRISPR/Cas9 gene editing did not affect iNOS expression and activity in P388D1 cells. (A) WB analysis of ADAM10 in P388D1 cells, in which *Adam10* expression was knocked down by CRISPR/Cas9 using pairs of sgRNAs 1+3 or 2+4 (sequences are given in Supplementary Table 3). In control cells *EGFP*-specific sgRNA was used instead of *Adam10*-specific sgRNAs. Representative WB image (merged with protein ladder) and Ponceau S stained membrane of 2 independent experiments are presented. (B) RT-qPCR analysis of *Nos2* mRNA levels and measurement of nitrite levels in lysates and media, respectively, of P388D1 cells described in (A), stimulated with LPS for 6 h (RT-qPCR) or 20 h (nitrite). Data are presented as MV $\pm$ SD from three (RT-qPCR) or four (nitrite concentration measurement) independent experiments.

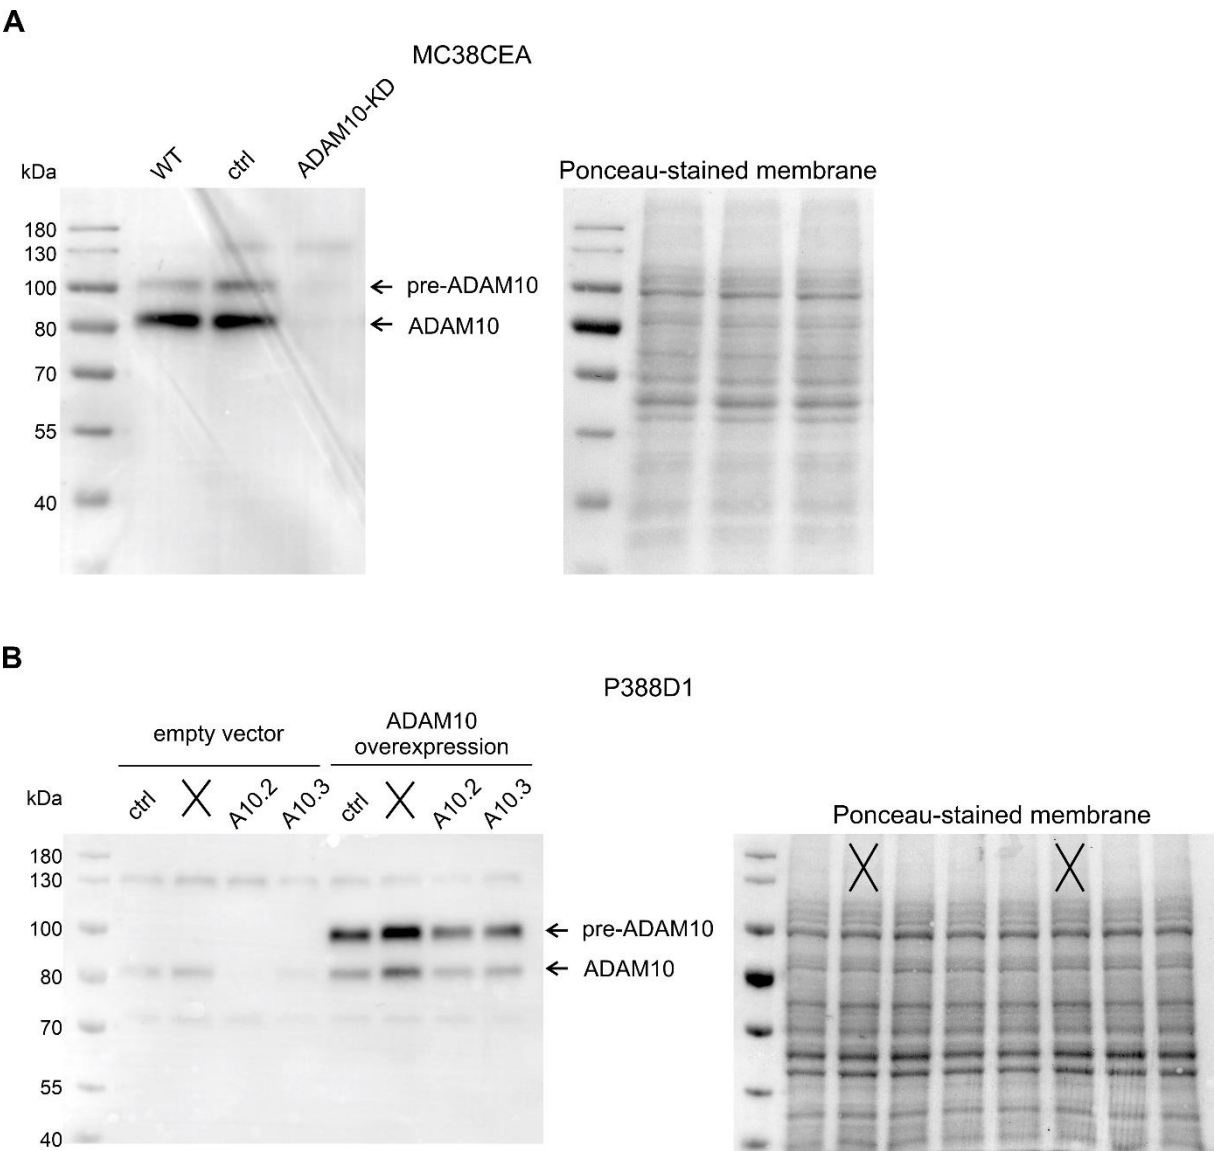

Fig. S7. Uncropped images of WB merged with protein ladder and Ponceau S stained membranes from Fig. 2A (A) and 2D (B) of the main text. In panel (B) crosses indicate lanes that were removed from the image in the Fig. 2D.

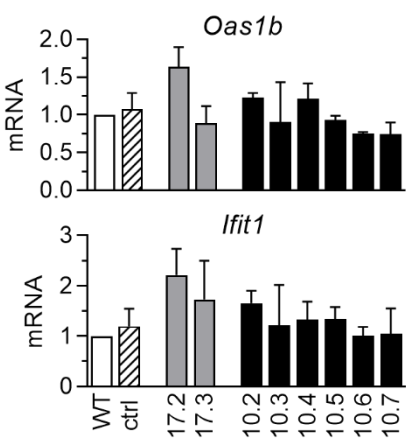

Fig. S8. Analyzed shRNAs did not induce interferon response. The levels of transcripts encoding interferon-inducible 2'-5'-oligoadenylate synthase 1b (*Oas1b*) and interferon induced protein with tetratricopeptide repeats 1 (*Ifit1*) were not markedly increased in MC38CEA cells expressing shRNAs as analyzed by qRT-PCR. MV $\pm$ SD from two independent experiments are shown.

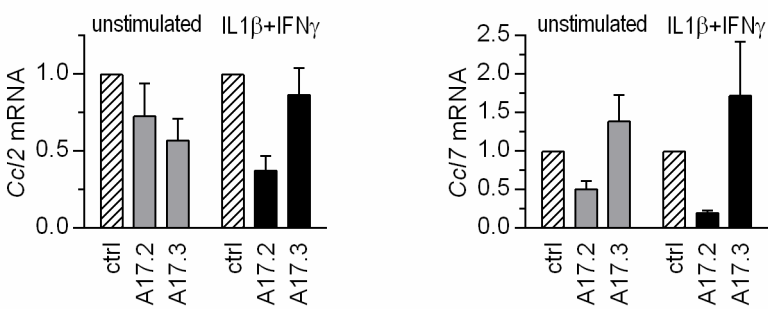

Fig. S9. RT-qPCR analysis of *Ccl2* and *Ccl7* mRNA levels in MC38CEA cells expressing not-targeting shRNA (ctrl), or A17.2, or A17.3 shRNAs. The cells were left untreated or were stimulated with IL1 β and IFN γ for 6 h prior to RNA isolation. The relative levels of the transcripts in control cells were taken as 1. MV $\pm$ SD from two independent experiments are shown.

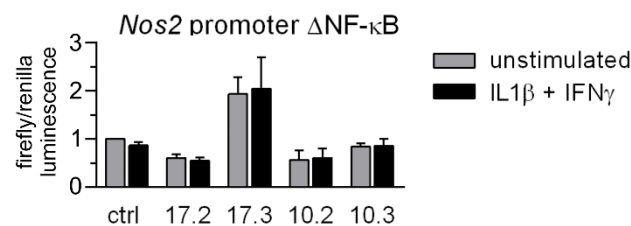

Fig. S10. Relative luminescence signals in MC38CEA cells transduced with one of lentiviral vectors encoding non-targeting shRNA (ctrl) or one of the *Adam17*- or *Adam10*-targeting shRNA sequences and then transfected with a plasmid containing luciferase CDS under *Nos2* promoter deprived of NF-κB binding sites (ΔNF-κB). The cells were left unstimulated or were stimulated with IL1β and IFNγ for 6 h. Luminescence signals of unstimulated, control cells were taken as 1. Data are shown as MV ± SD from four independent experiments.

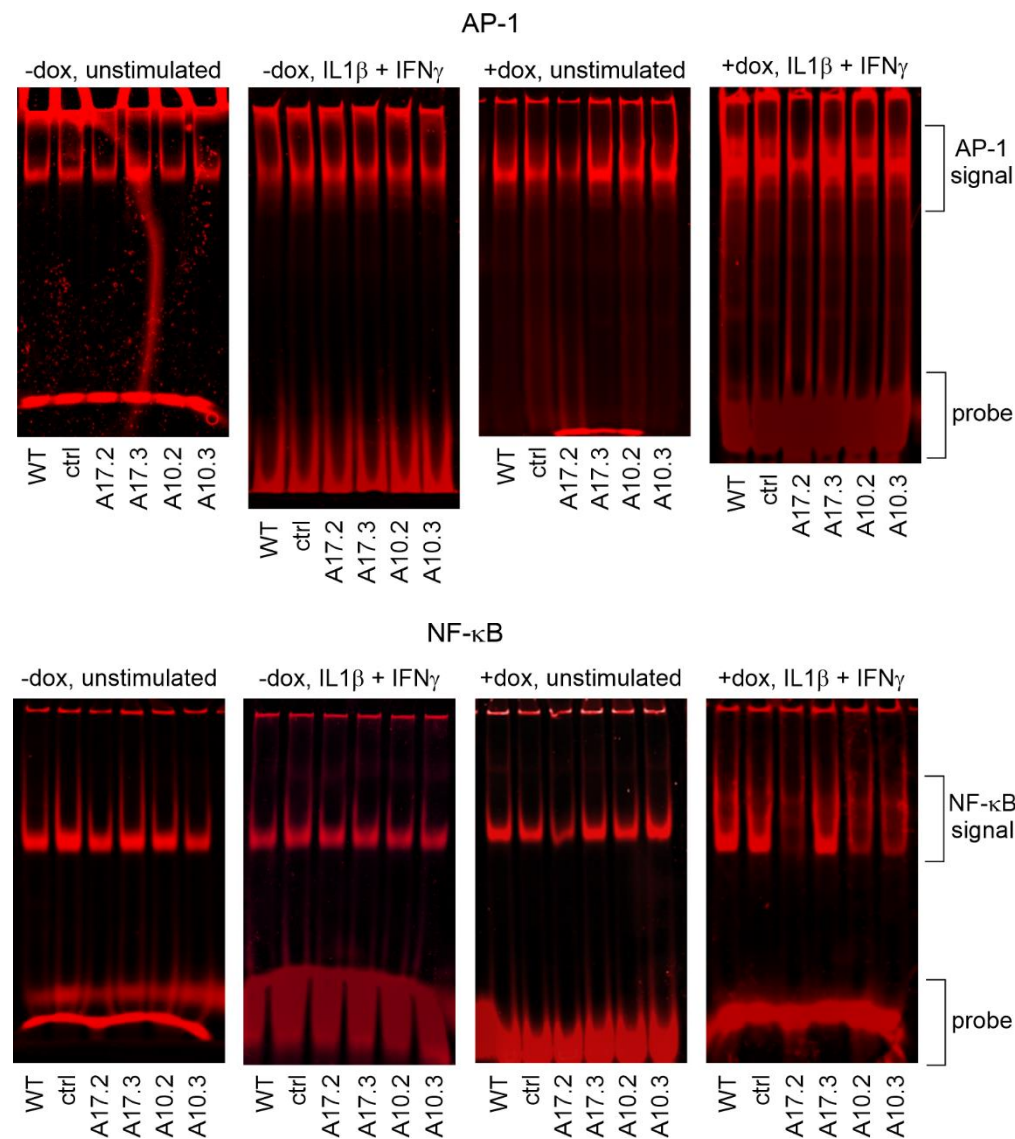

Fig. S11. Uncropped images of EMSA results presented in Fig. 4C. The time of electrophoreses was not exactly the same and hence the differences in the distance traveled by the probes and the transcription factor-probe complexes.

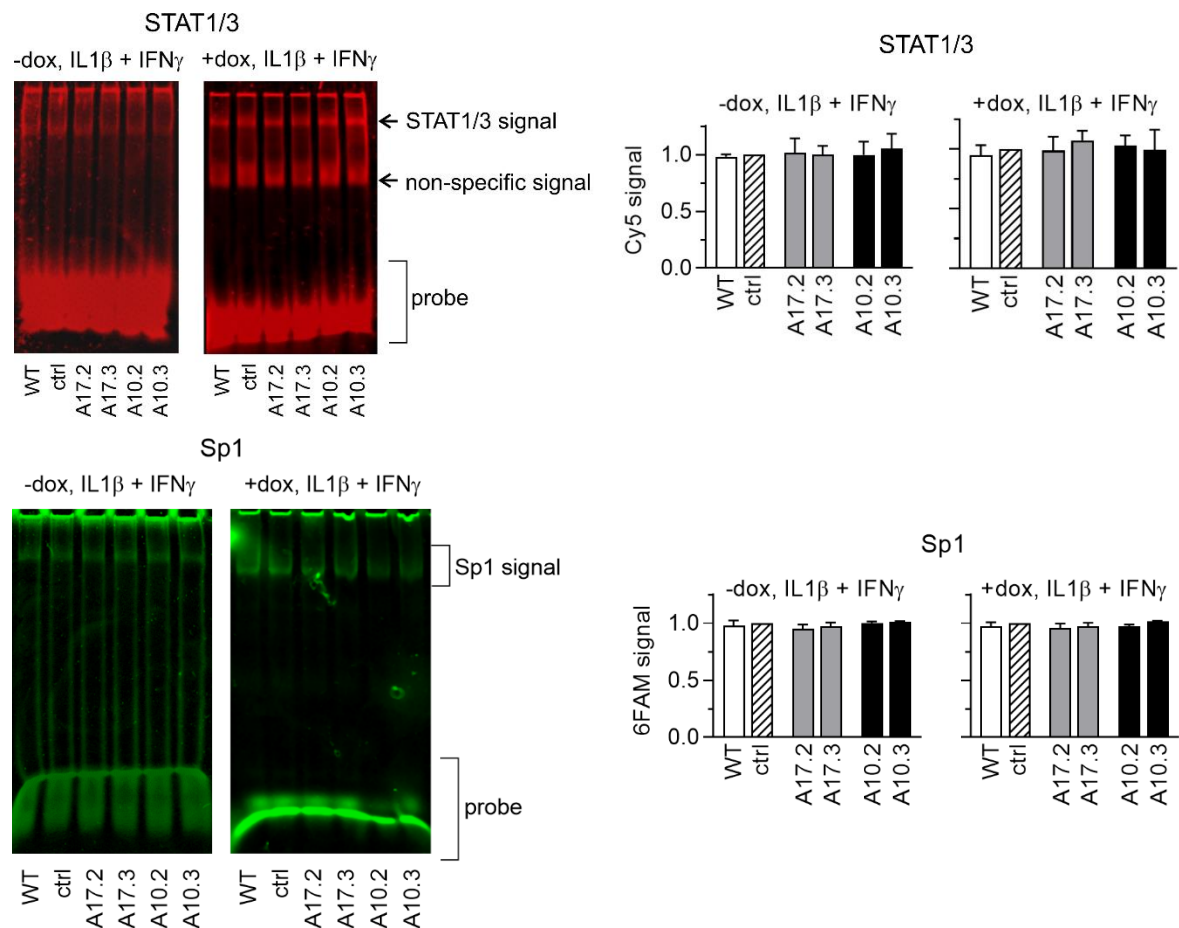

Fig. S12. Expression of studied shRNAs did not affect STAT1 and Sp1 interactions with specific DNA sequences in nuclear extracts of cytokine-stimulated MC38CEA cells. Left panels show representative uncropped images of EMSA results. Right panels present relative fluorescence signals of STAT1/3- or Sp1-bound probes in nuclear extracts of the cells, in which expression of shRNAs was induced by doxycycline. The cells were stimulated with cytokines for 30 min prior to nuclear protein isolation. Data are from three (STAT) or two (Sp1) independent experiments.

Table S1. Sequences targeted by shRNAs used in this study

	Targeted sequence	Targeted region	Catalog no*
ctrl**	CAACAAGATGAAGAGCACCAA	NA	SHC002
17.2	GCGACACACTTAGAAACATTA	<i>Adam17</i> CDS	TRCN0000031953
17.3	CGCGACTTGAGAAGCTTGATT	<i>Adam17</i> CDS	TRCN0000031949
17.5	CCCTTGAAGAATACTTGTA	<i>Adam17</i> CDS	TRCN0000031951
10.1	CAGCTCTATATCCAGACAGAT	<i>Adam10</i> CDS	TRCN0000031847
10.2	GCAGAGAGATACATTAAAGAT	<i>Adam10</i> CDS	TRCN0000031844
10.3	CCAGGAGAGTCTAAGAACTTA	<i>Adam10</i> CDS	TRCN0000031848
10.4	CCATGTTTGCTGCATGAAGAA	<i>Adam10</i> CDS	TRCN0000031845
10.5	GAGTTATCAAATGGGACACAT	<i>Adam10</i> CDS	TRCN0000031846
10.6	GGCACAAAGTCTTAGAATATT	<i>Adam10</i> 3'UTR	NA
10.7	CCAGCTACATCACTTAAATTA	<i>Adam10</i> 3'UTR	NA

*The RNAi Consortium library (available via Merck); **non-targeting control;
NA – not applicable

Table S2. Summary of activities of studied shRNAs

	Name	Specific towards	ADAM17 levels	ADAM10 levels	Expression** of		
					<i>Nos2</i>	<i>Ccl2</i>	<i>Ccl7</i>
expressed constitutively	A17.2	ADAM17	↓	↓	↓	↓	↓
	A17.3	ADAM17	↓	↑	↑	↑	↑
	A17.5	ADAM17	↓	↓	↓	ND	ND
	A10.1	ADAM10	—*	↓	↓	ND	ND
	A10.2	ADAM10	—	↓	↓	↓	↓
	A10.3	ADAM10	—	↓	↓	↓	↓
	A10.4	ADAM10	—	↓	—	—/↑	—
	A10.5	ADAM10	—	↓	↓	↓	↓
	A10.6	ADAM10	—	↓	↓	↓	↓
	A10.7	ADAM10	—	↓	↓	↓	↓
dox-inducible	A17.2	ADAM17	↓	↓	↓	↓	ND
	A17.3	ADAM17	↓	—/↑	↑	—/↑	ND
	A10.2	ADAM10	—	↓	↓	↓	ND
	A10.3	ADAM10	—	↓	—	↑	ND

*,— – not changed; ND – not determined; **expression in the cells stimulated with IL1β+IFNγ

Table S3. List of primers used for RT-qPCR or PCR

Gene	Primer forward	Primer reverse
<i>Eef2</i>	CCACGGCAAGTCCACGCTGAC	AGAAGAGGGAGATGGCGGTGGATT
<i>Polr2b</i>	GGATTCTGGGAACGTCGGAG	CCGGAGTGATCTCATCGTCG
<i>Nos2</i>	AAGGCCAAACACAGCATACC	CTGAAGCACTAGCCAGGGAC
<i>Nos2 pre-mRNA</i>	GCTCCTCAAGCCTGGTCTTT	GGGCATTTAGGCAGGAGTGT
<i>Adam17</i>	AGGGTTCTAGCCACATAGGA	TGGAGACTGCAAACGTGAAA
<i>Adam10</i>	CCGGGCTCTCCATGTAATGA	CCAGTGAGCCACAATCCAC
<i>Ccl2</i>	AGCACCAGCCAACCTCTCACT	GCTGCTGGTGATCCTCTTGT
<i>Ccl7</i>	CTTCTGTGCCTGCTGCTCATA	TCCATGCCCTTCTTTGTCTTGA
<i>Oas1b</i>	AGGGCCTCTAAAGGGGTCAA	ACCTCGCACAGCTGTTTCTT
<i>Ifit1</i>	GCTCTGTGAAAACCCAGAGA	AAGGAACTGGACCTGCTCTGA
<i>Mycoplasma sp.</i> 16S rDNA	ACTCTACGGGAGGCAGCAGTA	TGCACCATCTGTCACTCTGTAAACCTC

Table S4. Oligonucleotides encoding sgRNAs targeting *Adam10*

Name	Targeted region and sequence*	Oligonucleotides
10-1	exon 2: CAAACGAGCAGTCTCACATG **GAGG**	Top: CACCGCAAACGAGCAGTCTCACATG<br>Bottom: AAACCATGTGAGACTGCTCGTTTGC
10-2	exon 3: ATGTCCAGTGTAATATGAG **GAGG**	Top: CACCGATGTCCAGTGTAATATGAG<br>Bottom: AAACCTCATATTTACACTGGACATC
10-3	exon 4: GTTTCATCAAGACTCGTG **GTGG**	Top: CACCGGTTTCATCAAGACTCGTGG<br>Bottom: AAACCCACGAGTCTTGATGAAACC
10-4	exon 5: CCCATAAATACGGCCACAG **GGG**	Top: CACCGCCATAAATACGGCCACAG<br>Bottom: AAACCTGTGGGCCGTATTTATGGGC

*PAM sequence is in bold

How the deposited data were processed for this re-analysis (not part of the article)

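Poly(A) RNA of MC38CEA cells, a mouse colon adenocarcinoma line, was measured in 12 libraries, 3 in each of 4 groups: control shRNA or A17.2 shRNA, unstimulated or stimulated for 6 h with IL1β and IFNγ at 10 ng/ml each. The libraries were made with a total RNA kit for Ion sequencing. The authors deposited raw read counts per gene symbol, with no normalization, and 2 tables of their own comparisons of A17.2 with control cells. Those tables hold log2 fold changes and p-values deposited by the authors, with the column names of DESeq2 output. The submitters' processing notes name mm10 as the genome build. The aligner, counter, annotation, strand setting and DESeq2 options are not given in the sources used here. Without a stated strand setting, reads of a gene and of an overlapping gene on the other strand cannot be told apart. Every one of the 12 count columns was matched to a sample by its title.

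The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Of 43271 listed genes, 10997 had no read and 15649 passed edgeR's default filter on low counts. The main test was edgeR's quasi-likelihood test in 1 fit over the 4 groups, with TMM normalization and an adjusted p (Benjamini-Hochberg) under 0.05. The differences tested were A17.2 against control without and with cytokines, cytokines against none in each kind of cell, and the difference of the 2 cytokine responses. Standard errors of log2 fold changes are the size of the fold change divided by the square root of the quasi-likelihood F. Levels are CPM scaled by TMM. Fitted log2 fold changes of genes with few or no counts in a group depend on the prior count, so levels are given for those. Gene lists, 18 in number, were tested with camera on log2 CPM (prior count 2) at a preset correlation of 0.01 and again with an estimated correlation. Gene positions and the A17.2 target were taken from GENCODE M21 on GRCm38, in which 95.6% of the tested genes had a name.

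The depth was 16592831 to 35861103 counts per library. No pair of replicates differed by less than the sampling noise (chi-square per degree of freedom 21.7 to 250.3). The replicate numbers were taken from the labels. Deviations from the group means correlated at 0.31 to 0.85 in all 18 pairs of libraries with the same number, and at -0.75 to 0.46 in the 36 pairs with different numbers, which by a threshold of 0.1 counts as pairing. The blocked counts were seen together with these correlations. The common dispersion was 0.0795 without and 0.0110 with the block. The main test stayed the fit without the block. In simulated counts for the unstimulated comparison (15481 genes, with a replicate effect as in the data) the main test recovered 2.99%, 26.9% and 78.8% of genes changed 1.5-fold, 2-fold and 4-fold. The blocked test recovered 65.7%, 89.6% and 98.5%, with 7.14% false calls. Only 200 genes were changed in the simulation, fewer than were called in the data, so its adjusted threshold was stricter and these shares may be too low.

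The gene lists, the main test and the naming rule were fixed before the data were examined. The naming rule took every gene the paper names in these cells, the 8 highest and 8 lowest log2 fold changes of each comparison among called genes with a log2 CPM of at least 1 and groups that do not overlap (10% of genes by chance with 3 against 3), leaving out predicted genes, and up to 4 members with the lowest adjusted p of each list described. It took 463 genes counted once per comparison, of which 230 passed the test. Which lists were described, and which of the rule's genes were given with values, was decided after the values had been seen. So that this does not favour stable calls, losses were counted over the whole rule: 99 of the 230 calls were lost without at least 1 library and 131 were kept throughout.

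The alternatives tried were DESeq2, its size factors in edgeR, no filter on low counts, at least 50 counts in 3 libraries, a fit of the compared groups only, the replicate block, a 2-fold minimum, other CPM minimums, an estimated correlation and leaving out each library. Chosen after seeing the data were leaving out replicate 1 of every group, DESeq2 with the block, and an estimated correlation together with the block. Cells edited by CRISPR/Cas9 were not analysed here. The result for a gene that the naming rule took is not reported here.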

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

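The tests of leukocyte markers, of carried-over stimulated RNA and of depth were chosen only after the results they bear on had been seen, as were the RNA classes and the chromosomes singled out below.

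Besides the genes that the paper names in these cells, the genes that passed edgeR's test between A17.2 and control cells numbered 1002 without cytokines and 1069 with them. The 3 against 3 libraries allow only 10 splits, so no share under 0.05 can be reached. The real splits called 1006 and 1072 genes (1 of the 10 splits was as large, the real one itself, in each case), and the highest other count was 0. For cytokines against none, 1 of 10 splits was as large as the real 520 in control cells and 1 of 10 as the real 667 in A17.2 cells, with 0 as the highest other. Of the 4 splits that part all numbered pairs, the real ones called 5225, 5791, 3021 and 2751 genes with the replicate block and no other called any. In all these comparisons the other splits mix both groups on each side, which adds the real difference to the spread. Their counts of 0 therefore say little about chance. For the difference of the cytokine responses the real split called 0 genes without the block, a count that every split reaches (all 100 drawn, the highest other with 35), so these splits say nothing about chance. None were drawn with the block, with which 65 genes passed (135 with DESeq2 and the block), because shRNA labels exchanged within a condition would carry the shRNA effect into the difference.

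In unstimulated A17.2 cells 21 of 46 IFNγ-induced genes were lower, and the median difference of cytokine responses of this list was 1.21 on the log2 scale, with 19 of the 46 passing the test of the difference with the replicate block and none without it. Leukocytes in the control cultures are argued against by the summed CPM of 10 leukocyte markers, whose ratio of control over A17.2 was 0.853 (median of 3 replicate numbers), and the macrophage gene *Lyz2* stayed under 1 CPM in the unstimulated libraries (0.298 to 0.834). The fixed list of macrophage and leukocyte markers holds other members too. Of its 6 measured genes 4 had negative and 2 positive log2 fold changes, and 1 was lower in A17.2 cells, 2 with the block. Camera gave adjusted p = 0.25 for it. Stimulated cells or RNA in the unstimulated control libraries are argued against by *Nos2*, at 0.0151% of its stimulated level there (0.0234% in the highest library), where the 41 lowered interferon genes would need a median of 22.8%. A basal interferon signal that is lower in A17.2 cells, or raised by the control vector, may underlie the lower levels of these genes, as a hypothesis that was not tested. Without untransduced cells the 2 vectors cannot be separated.

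Libraries of replicate 1 stood apart from replicates 2 and 3 in every group. GC content is argued against by a Spearman rho across genes of -0.0278 with the replicate 1 deviation (groups -0.0703 to 0.00998), and depth by replicate 1 being the deepest library in 2 of the 4 groups and the shallowest in another. For transcript length rho was -0.281 (groups -0.312 to -0.192), between the bounds set beforehand, so a length bias cannot be told apart from other differences. The 45 small nucleolar RNA genes, picked after seeing the most deviating genes, lay higher in replicate 1 by a median of 1.43 on the log2 scale (groups 1.24 to 1.65), and 60 histone genes, picked in the same way, by 0.0945, against 0.0134 for all genes. RNA or library preparation that differed on 1 occasion may be involved, which was not tested, and no biological explanation was tested.

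There were 27 genes under 0.5 CPM in unstimulated control cells and at 2 CPM or more in A17.2 cells, such as *Ripk3* and *Vcan*, and 25 genes the other way round. The 282 tested genes within 1 Mb of the 27 had a median log2 fold change of -0.00789 (quartiles -0.299 to 0.302). This argues against a gained chromosome region that takes in most of these neighbours. A gain at a few of the 27 genes would not move the pooled median, so that is not decided. Single-gene changes in a different founder population of each cell line, effects of vector insertion and effects of the shRNA may each lead to such near-zero levels, and none was tested.

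Singled out of 20 chromosomes after looking, the median unstimulated log2 fold change was -0.35 for the tested genes on chromosome 14, -0.34 on chromosome X and -0.23 on chromosome 15, and it lay between -0.09 and 0.12 on the other 17.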

How the results depend on the processing

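Leaving out replicate 1 of every group, DESeq2 with the replicate block, and an estimated correlation with the block were chosen only after the data had been seen. Over the naming rule, 99 of 230 calls were lost without at least 1 library, none was lost with the replicate block and 92 gene comparisons gained a call with it. Of 6826 alternative values 134 turned sign, none of them of a called gene. The genes in the text whose sign turned, in 74 of their values, are given as ranges without 1 library. For A17.2 against control without cytokines these were -0.26 to 0.084 for *Adam10*, -0.024 to 0.58 for *Eef2*, -0.15 to 0.051 for *Polr2b*, -0.020 to 0.095 for *Usp14*, -0.40 to 0.31 for *Sp1*. For A17.2 against control with cytokines these were -0.21 to 0.47 for *Oas1b*, -0.19 to 0.27 for *Eef2*, -0.23 to 0.080 for *Polr2b*, -0.058 to 0.049 for *Usp14*, -0.35 to 0.19 for *Sp1*. For cytokines in control cells these were -0.046 to 0.58 for *Eef2*, -0.10 to 0.15 for *Polr2b*, -0.21 to 0.14 for *Parp1*, -0.10 to 0.60 for *Sp1*. For the difference of responses these were -0.082 to 0.16 for *Adam17*, -0.19 to 0.16 for *Adam10*, -1.32 to 0.031 for *Nos2*, -0.57 to 0.062 for *Eef2*, -0.19 to 0.12 for *Polr2b*, -0.27 to 0.085 for *Parp1*, -0.10 to 0.031 for *Usp14*, -0.37 to 0.35 for *Sp1*. The range of *Nos2* rests on only 1 to 5 counts in each unstimulated library. *Adam10* turned for the difference of responses to 0.091 with no replicate 1. *Polr2b* turned for the difference of responses to 0.055 with no replicate 1. *Polr2b* turned for cytokines in control cells to 0.0013 with DESeq2, 0.00096 with RLE size factors, 0.0092 with the compared groups only, 0.020 with no replicate 1, 0.0019 with DESeq2 and the block. *Usp14* turned for A17.2 against control without cytokines to -0.047 with no replicate 1. *Usp14* turned for A17.2 against control with cytokines to 0.0012 with DESeq2, 0.0014 with RLE size factors, 0.016 with no filter, 0.019 with at least 50 counts, 0.0092 with the compared groups only, 0.078 with no replicate 1. *Usp14* turned for the difference of responses to 0.12 with no replicate 1. *Sp1* turned for the difference of responses to -0.043 with the block, -0.030 with DESeq2 and the block. Fits without 1 library had no block and left a numbered pair incomplete, so calls lost and signs turned in them need not mark unstable genes. The cause was not tested.

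Counts of genes that differed between A17.2 and control cells without and with cytokines, and of calls shared by both, were 1006, 1072 and 681. They were 1788, 1990 and 1266 with DESeq2, 358, 407 and 199 from the compared groups only, 5225, 5791 and 3704 with the replicate block, 5207, 5654 and 3679 with DESeq2 and the block, and 1533, 1694 and 1046 without replicate 1 of every group. With a 2-fold minimum the first 2 were 596 and 529. Cytokines changed 520 genes in control and 667 in A17.2 cells, 866 and 1033 with DESeq2, 3021 and 2751 with the block, and 3159 and 2810 with DESeq2 and the block. Differences of response numbered 0, and 27 with DESeq2, 28 without the filter, 65 with the block and 135 with DESeq2 and the block. Without 1 library these counts ranged over 445 to 766, 304 to 658, 259 to 509 (shared), 334 to 395, 451 to 570 and 0 to 9 (differences of response). Mediators expressed ranged over 18 to 20 and 30 to 33 in control cells and 13 to 15 and 25 to 30 in A17.2 cells, and were 12 and 20 in control and 10 and 21 in A17.2 cells at 5 CPM, and 26 and 38, and 24 and 41, at 0.2 CPM. Gene lists that passed numbered 0 and 0 for A17.2, 1 for the difference of responses and 4 and 4 for cytokines with an estimated correlation, and 0, 0, 0, 1 and 3 with the block as well. The seed shift ranged over 0.00097 to 0.116 without and 0.0539 to 0.139 with cytokines without 1 library.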

Differences from the paper's values

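No test in this part was chosen after the result was seen. The paper's values are RT-qPCR values of other samples with their SD, read from figures, and 12 alternatives set before the data were examined were tried for each. The control vector is SHC016 in the notes deposited with the libraries and SHC002 in the paper's methods, so the ratios to control cells are not known to share a control vector.

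*Adam10* in stimulated A17.2 cells was 0.933 of control here, and about 0.59 in Fig. 1A, read by eye, is the paper's value. It differed under 11 alternatives and not without replicate 3 of stimulated A17.2 cells (0.841). *Ccl2* in unstimulated A17.2 cells was 0.0649 of control here and the paper's value is about 0.73 in Fig. S9, read by eye, and *Ccl7* was 0.0797 against the paper's about 0.50 in Fig. S9, read by eye. Both differed under all 12. The cytokine induction of *Ccl2* in control cells was 14.5-fold here and the paper's is about 7 in Fig. 3D, read by eye (10 alternatives differed, and those without replicate 1 or 3 of unstimulated control cells, at 12.8 and 13.1, did not). That of *Ccl7* was 13.3-fold against the paper's about 5 in Fig. 3D, read by eye (all 12 differed).

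The paper's text counts no marked rise of *Oas1b* or *Ifit1* with its shRNAs. The bars of both in Fig. S8, read by eye, stand higher with A17.2 than with the control vector, and whether those cells were stimulated is not stated there. Here the unstimulated log2 fold changes were -0.92 (adjusted p = 0.16 from edgeR) and -1.43 (adjusted p = 0.046 from edgeR, up to 0.18 without 1 library), and the stimulated ones were 0.13 (adjusted p = 0.90 from edgeR) and -0.32 (adjusted p = 0.71 from edgeR). Unstimulated *Oas1b* and *Ifit1* passed with the replicate block. *Oas1b* was lower in A17.2 cells in each numbered pair, at 13.2 against 29.8, 8.78 against 19.9 and 12.1 against 14.8 CPM. So was *Ifit1*, at 34.2 against 83.8, 32.4 against 150 and 69.8 against 134 CPM. The paper describes ADAM10 as lower with A17.2, from RT-qPCR and Western blot, and reports the same for its transcript with a doxycycline-inducible vector. Protein was not measured here, and the *Adam10* transcript did not pass the test, with or without the replicate block. In the simulated counts for unstimulated cells the main test recovered 2.99% of genes changed 1.5-fold and the blocked test 65.7%. Only 200 genes were changed there, which makes the adjusted threshold stricter than with the 1006 genes called in the data. The share of the main test may therefore be too low for these data, though a small decrease could still be missed. A difference was counted where the values lay over 1.5 times apart and by more than the larger SD. *Adam17* in stimulated A17.2 cells was 0.412 of control here, above the paper's about 0.30 in Fig. 1A, read by eye, by more than the SD but within 1.5 times, and over 1.5 times without replicate 1 of stimulated control cells (0.453). *Nos2*, *Ccl2* and *Ccl7* in stimulated A17.2 cells were 0.275, 0.352 and 0.209 of control, within 1.5 times of the paper's about 0.38 in Fig. 1C, about 0.37 in Fig. S9 and about 0.20 in Fig. S9, all read by eye.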

Other observations

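The other gene lists were read after all values had been seen, and no test in this part was chosen after its result was seen except where stated.

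Of 23 genes of glycolysis and hypoxia 4 were lower without cytokines and none was higher (5 lower when adjusted over the list alone, 15 lower and 2 higher with the replicate block), and camera gave adjusted p = 0.0026 (0.00029 with the block, 0.56 with an estimated correlation). The 4 were *P4ha2*, *Pdk1*, *Bnip3* and *Egln3*, of which *Egln3* lost the call without any of the 6 libraries (adjusted p up to 0.17) and *Pdk1* and *Bnip3* without 4 of 6 (up to 0.11 and 0.12). Of 23 genes of cholesterol synthesis 1 was higher and 2 were lower without cytokines (the same numbers adjusted over the list alone, 1 and 15 with the block), and 1 and 3 with them (1 and 8, and 1 and 13). Of these genes 18 had negative log2 fold changes in each condition, and camera gave adjusted p = 0.0027 and 0.0035 (0.00022 and 0.00040 with the block, 0.56 and 0.57 with an estimated correlation). Of 17 ADAM proteases and partners 2 were higher and 2 lower without cytokines (2 and 3 adjusted over the list alone, 3 and 4 with the block), and 2 and 3 with them (2 and 4, and 5 and 5 with the block). Besides *Adam17* these were *Adam8*, *Tspan33* and *Adamts1* without cytokines, whose calls were lost without 1, 4 and 4 of the 6 libraries (adjusted p up to 0.051, 0.061 and 0.083). Of 27 ADAM10 and ADAM17 substrates 1 was higher and 1 lower without cytokines (1 and 2 adjusted over the list alone, 10 and 8 with the block), and 3 and 2 with them (4 and 4, and 11 and 5). Of 13 genes of RNA interference 3 were higher and none was lower in stimulated cells (the same numbers adjusted over the list alone, 5 and 3 with the block), *Dicer1*, *Tnrc6c* and *Ago3*, whose calls were lost without 1, 1 and 5 of 6 libraries (adjusted p up to 0.052, 0.0503 and 0.071). This list as a whole did not pass (camera, adjusted p = 0.46, 0.70 with the block and 0.57 with an estimated correlation).

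In the remaining lists the numbers higher and lower without cytokines were 1 and 4 of 30 NF-κB target genes, 1 and 0 of 23 AP-1 and immediate early genes, 0 and 3 of 28 genes of IL-1 and IFNγ receptor signalling, 1 and 0 of 18 p53 response genes, 0 and 1 of 25 stress response genes, 1 and 0 of 4 epithelial genes, 1 and 0 of 20 mesenchymal genes, 0 and 1 of 6 macrophage and leukocyte markers, and 1 and 0 of 5 melanocyte and neural markers. Adjusted over the list alone these were 1 and 4, 0 and 0, 0 and 3, 2 and 2, 1 and 1, 1 and 0, 1 and 1, 0 and 2, and 1 and 0, in the same order, and with the block 4 and 5, 6 and 1, 3 and 5, 4 and 3, 6 and 5, 1 and 0, 5 and 5, 0 and 2, and 2 and 0. With cytokines the numbers were, in this order, 1 and 0, 0 and 0, 0 and 2, 0 and 2, 1 and 2, 1 and 0, 1 and 0, 0 and 0, and 1 and 0. Adjusted over the list alone these were 0 and 0, 0 and 0, 0 and 2, 0 and 2, 1 and 3, 1 and 0, 1 and 0, 0 and 1, and 1 and 0, and with the block 8 and 6, 2 and 4, 1 and 8, 3 and 6, 8 and 5, 1 and 1, 6 and 3, 0 and 2, and 2 and 0. Of these lists the melanocyte and neural markers had a camera adjusted p of 0.026 with cytokines (0.11 with the block and 0.57 with an estimated correlation). None of the 18 lists passed with an estimated correlation in either comparison of A17.2 with control cells.

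Other genes that the paper names in these cells, *Eef2*, *Polr2b*, *Parp1*, *Usp14* and *Sp1*, had unstimulated log2 fold changes of 0.21, -0.04, -0.21, 0.02 and -0.11 between A17.2 and control cells, and stimulated ones of 0.01, -0.08, -0.31, -0.0024 and -0.06. None passed the test in edgeR (lowest adjusted p 0.56), and with the block *Parp1* passed in stimulated cells (adjusted p = 0.0051). Exons of *Parp1* overlap a microRNA gene on its own strand.

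In the authors' deposited tables 1078 genes passed without cytokines and 1337 with them. Of the calls made here, 880 and 972 were among these, all in the same direction.

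As a hypothesis, genes with a match to the seed of the A17.2 guide in their 3′ UTR may be lowered directly, for which a rank in the lowest 5% of 7mers of the same composition was needed, while a rank in the middle 50% was the bound set beforehand against it. The median log2 fold change of the 2065 genes with the site AAACATT lay 0.0598 above that of genes without it, which ranked 83 of 105 from the lowest without cytokines and 88 of 105 with them, outside both bounds and away from the low end. The first rank fell into the middle 50% without any 1 of 4 libraries (at the lowest 46 of 105, with a difference of 0.000974, without replicate 1 of unstimulated control cells), the second without replicate 3 of stimulated control cells (75 of 105), and the 6mer site ranked in it both times (26 and 38 of 60). Of the genes that were lower, 14.8% (74 of 500) carried the site without cytokines and 12.3% (64 of 521) with them, against 18.4% of all genes searched, and 4.80% and 4.22% carried the 8mer site, against 4.24%, a comparison added after the ranks had been seen. The guide's 7mer ranks over all libraries meet neither bound. No 7mer rank of the guide lay near the low end, also without 1 library, which argues against a lowering of genes with this site as a set. That reading was made after the ranks had been seen, and the bounds set beforehand leave the guide undecided. Whether single genes are lowered directly stays open. The passenger strand, at 35 of 140 without and 130 of 140 with cytokines, meets neither bound and stays open.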
